# Translational contributions to tissue specificity in rhythmic and constitutive gene expression

**DOI:** 10.1186/s13059-017-1222-2

**Published:** 2017-06-16

**Authors:** Violeta Castelo-Szekely, Alaaddin Bulak Arpat, Peggy Janich, David Gatfield

**Keywords:** Circadian clocks, Translation, Ribosome profiling, Kidney, Liver

## Abstract

**Background:**

The daily gene expression oscillations that underlie mammalian circadian rhythms show striking differences between tissues and involve post-transcriptional regulation. Both aspects remain poorly understood. We have used ribosome profiling to explore the contribution of translation efficiency to temporal gene expression in kidney and contrasted our findings with liver data available from the same mice.

**Results:**

Rhythmic translation of constantly abundant messenger RNAs (mRNAs) affects largely non-overlapping transcript sets with distinct phase clustering in the two organs. Moreover, tissue differences in translation efficiency modulate the timing and amount of protein biosynthesis from rhythmic mRNAs, consistent with organ specificity in clock output gene repertoires and rhythmicity parameters. Our comprehensive datasets provided insights into translational control beyond temporal regulation. Between tissues, many transcripts show differences in translation efficiency, which are, however, of markedly smaller scale than mRNA abundance differences. Tissue-specific changes in translation efficiency are associated with specific transcript features and, intriguingly, globally counteracted and compensated transcript abundance variations, leading to higher similarity at the level of protein biosynthesis between both tissues.

**Conclusions:**

We show that tissue specificity in rhythmic gene expression extends to the translatome and contributes to define the identities, the phases and the expression levels of rhythmic protein biosynthesis. Moreover, translational compensation of transcript abundance divergence leads to overall higher similarity at the level of protein production across organs. The unique resources provided through our study will serve to address fundamental questions of post-transcriptional control and differential gene expression in vivo.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-017-1222-2) contains supplementary material, which is available to authorized users.

## Background

Circadian clocks serve organisms to synchronise behaviour, physiology and gene expression according to time of day. The mammalian circadian system consists of a master clock in the brain’s suprachiasmatic nuclei (SCN) that receives photic inputs from the retina and synchronises peripheral clocks present in most cells throughout the body. The molecular timekeeping mechanism—the core clock—consists of a network of transcriptional activators and repressors interacting in negative feedback loops (reviewed in [1, 2]). In the core loop, the heterodimeric transcription factor ARNTL:CLOCK (also known as BMAL1:CLOCK) drives the expression of its own repressors, encoded by the *Period* (*Per1*, *Per2*, *Per3*) and *Cryptochrome* (*Cry1*, *Cry2*) genes—a configuration also known as the positive and negative limbs of the oscillator. Additional feedback—in particular, an interconnecting limb involving nuclear receptors of the REV-ERB (encoded by genes *Nr1d1*, *Nr1d2*) and ROR (*Rora*, *Rorb*, *Rorc*) family—intersects with the core loop and numerous post-translational modifications of clock proteins further add to the complexity of the circuitry. The final outcome is a set of robustly cycling transcriptional activities peaking at different phases around the day that drive the rhythmic expression of hundreds to thousands of other genes, termed the clock output or clock-controlled genes (CCGs). It is noteworthy that, despite the probably (near-)identical molecular makeup of the core clock across cell types, CCGs show considerable tissue specificity [3]. The co-regulation by core clock and tissue-specific (non-rhythmic) transcription factors may engender such cell type-specific rhythmic expression patterns, as shown to occur in *Drosophila* [4]. Overall, however, the origins of tissue specificity in rhythmic gene output (and even in certain core clock parameters [5]) are poorly understood. Mechanisms that act at the post-transcriptional level and that impact daily messenger RNA (mRNA) and protein accumulation kinetics are plausible players in the generation of cell-type differences as well.

Rhythmic gene expression has been mainly investigated at the transcriptome level, i.e. using mRNA abundances as a primary readout. However, comparison of mRNA levels with datasets of genome-wide transcriptional activity and of protein abundances that have become available recently, has suggested that a surprisingly large fraction of gene expression oscillations may have post-transcriptional origins (reviewed in [6]). The many cases of protein rhythms that are independent of an underlying oscillating transcript (initially reported in a low-throughput mass-spectrometric study from mouse liver ten years ago [7] and recently confirmed at a comprehensive scale [8, 9]) point to important roles for translation, protein degradation and protein secretion in shaping time of day-dependent proteomes. We [10] and others [11] have recently used ribosome profiling, a genome-wide method that assesses translation efficiency through the deep sequencing of ribosome-protected mRNA fragments, to chart the contribution of translational control to daily protein biosynthesis in mouse liver. One conclusion that emerged from the identified cases of translationally generated oscillations was that circadian clock activity and feeding rhythms both contribute to regulating rhythmic gene expression outputs [10, 11]. Notably, the most abundant group of transcripts subject to rhythmic translation, i.e. mRNAs encoding ribosomal proteins and other components of the translation machinery that all contain 5′-terminal oligopyrimidine tract (5′-TOP) sequences regulated by the mammalian target of rapamycin (mTOR) [12], appear to be under the dominant control of feeding [11].

We have now performed ribosome profiling using a second organ from the same cohort of animals, the kidney, which is an emerging circadian model organ with distinct rhythmic functions [13]. By contrasting kidney and liver datasets, we comprehensively assessed commonalities and differences in their translatomes and we evaluated how far the regulation of translation efficiency contributed to tissue specificity in rhythmic and constitutive protein biosynthesis.

## Results

### Around-the-clock ribosome profiling datasets from two organs

For our recent study of the liver translatome around-the-clock [10], we had used ribosome profiling [14] (RPF-seq) on a time series of organs collected from mice sacrificed every 2 h over the 24-h day (12 timepoints in duplicate; Fig. 1a). To generate a complementary dataset from a second organ, we chose the kidneys from the same cohort of animals. 

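The kidney series held 48 libraries, 24 from RPF-seq and 24 from RNA-seq. They came from 24 pools of kidney tissue, 2 replicate pools at each of 12 timepoints spaced 2 h apart from ZT00 to ZT22, and each pool combined organs of 2 mice. RPF-seq sequences the mRNA fragments that ribosomes shield from nuclease digestion and so measures translation, whereas RNA-seq of the same pool measures transcript abundance. The authors trimmed and size-filtered the reads, mapped them in turn to rRNA, tRNA and mouse cDNA (and to the GRCm38 genome to define the expressed transcripts), counted those that fell on coding sequences, normalised the libraries by their upper quantiles and deposited 1 RPKM value per gene and library. Genes below an RPKM cutoff had already been left out. The paper's supplementary read table gives between 18277994 and 39583772 reads mapped to cDNA per RPF-seq library (median 23488762) and between 18120884 and 56794371 per RNA-seq library (median 25604384). Because an RPKM value is a whole number of reads multiplied by a constant for that gene and library, the steps between low values also gave each library's depth relative to the others. Across the 24 RPF-seq libraries this relative depth ran from 0.70 to 1.58 with the median set to 1, and across the 24 RNA-seq libraries from 0.60 to 2.04. In RNA-seq it followed the listed cDNA reads closely (Pearson r of the logarithms 0.95 across 24 libraries), and in RPF-seq less so (r 0.49), since the ZT02 replicate 2 library held 2.03 times and the ZT06 replicate 1 library 1.79 times the reads expected from the list. Libraries from the light phase were deeper than those from the dark phase, with median relative depths of 1.14 and 0.81 in RNA-seq and 1.18 and 0.91 in RPF-seq. The files listed 12728 genes for RNA-seq and 12622 for RPF-seq, and 12423 genes were in both. The tests covered the 11863 genes with a median RPKM of at least 0.5 in both assays, on log2(RPKM + 0.1), a scale that understates the changes of genes with low values. TE was the ratio of RPF RPKM to RNA RPKM of the same pool. The liver series is not in the files analysed here, so only the kidney part of each cross-organ comparison could be computed.

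**Figure D1:**
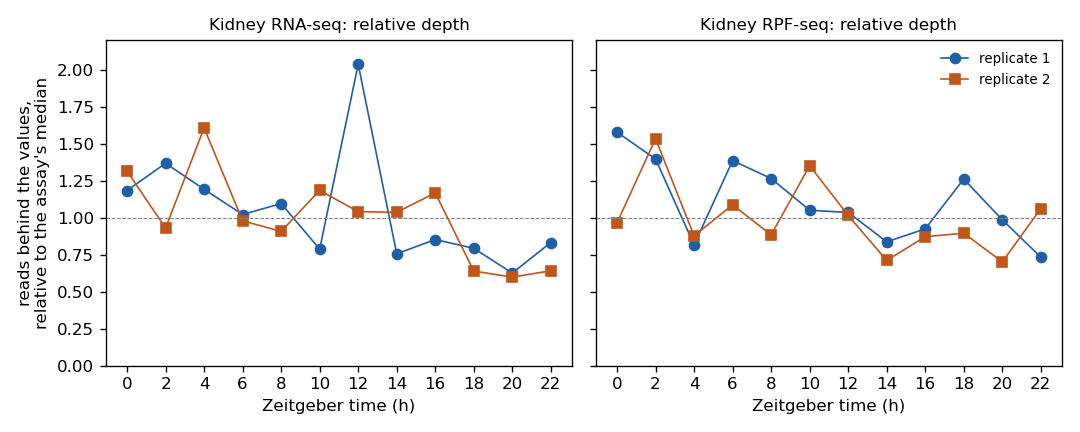
Relative depth of the kidney RNA-seq (left) and RPF-seq (right) libraries by Zeitgeber time (h), as the reads behind the RPKM values divided by the median of the assay; circles are replicate 1 and squares replicate 2, and the dashed line marks 1. The deepest library is RNA-seq ZT12 replicate 1 at 2.04, and the shallowest are the RNA-seq libraries of ZT20 at 0.60 and 0.63.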

Liver and kidney express thousands of genes in common [3, 15], thus providing a particularly suitable setting for a cross-organ comparison of gene expression.

**Fig. 1:**
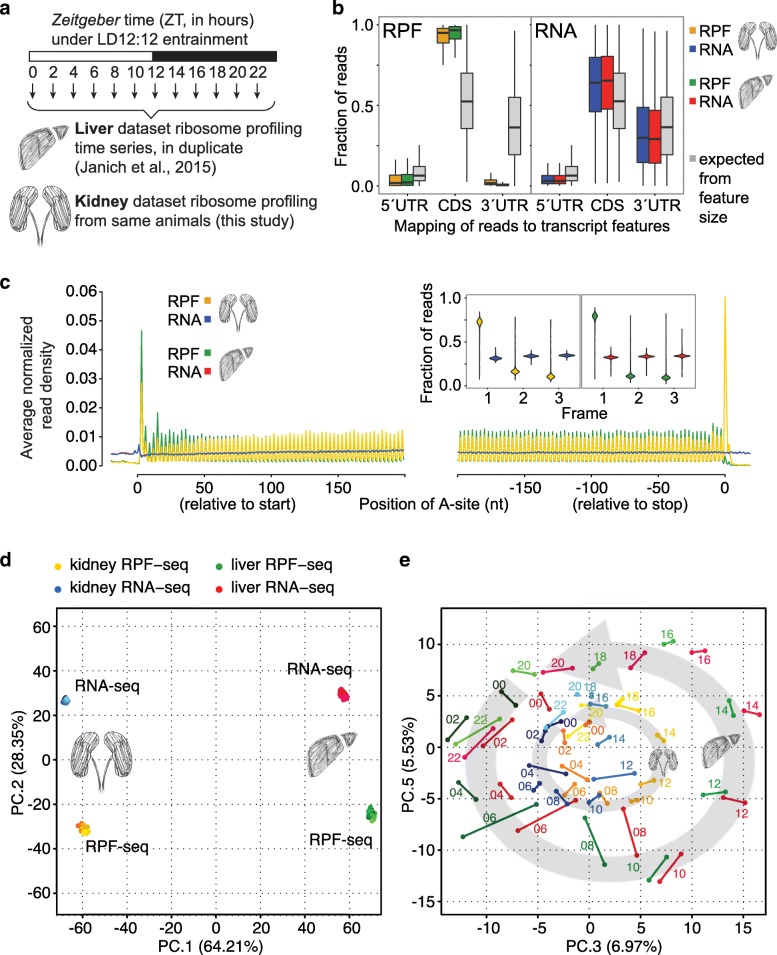
Ribosome profiling around-the-clock in mouse liver and kidney. **a** Overview of the experimental design. Livers and kidneys for ribosome profiling were collected every 2 h for two daily cycles. Each timepoint sample was a pool of organs from two animals. Mice were kept under 12 h:12 h light-dark conditions, with *Zeitgeber* times ZT00 corresponding to lights-on and ZT12 to lights-off. **b** Read distribution to transcript features. RPF-seq (*left*; kidney in *orange*, liver in *green*) and RNA sequencing (RNA-seq) (*right*; *blue* and *red* for kidney and liver, respectively) compared with a distribution expected from the relative feature sizes (*grey*; the distributions based on feature sizes were highly similar for both organs, thus only that for kidney is shown). Note that RPF-seq footprints were enriched on the CDS and depleted from UTRs, whereas RNA-seq reads distributed more homogeneously along transcripts, according to feature size. Of note, the higher level of 3′ UTR footprints in kidney resulted mainly from differences in the efficiency with which stop codon footprints were captured, as described in (**c**). **c** Predicted position of the ribosome’s aminoacyl tRNA-site (A-site) of reads relative to the CDS start and stop codons. Read density at each position was averaged across single protein coding isoform genes (i.e., genes with one main expressed transcript isoform) that had an average RPF RPKM > 5, a CDS > 400 nt in length and were expressed in both organs (*n* = 3037 genes). This analysis revealed the trinucleotide periodicity of RPF-seq (but not RNA-seq) reads in both organs. *Inset*: frame analysis of CDS reads showed preference for the annotated reading frame (frame 1, the same frame as the start codon) in RPF but not in RNA reads. *Violin plots* extend to the range of the data (*n* = 3694 genes for liver, *n* = 4602 genes for kidney). A separate analysis of the higher level of stop codon footprints in kidney, that also led to the differences in 3′ UTR reads in B, can be found in Additional file 1: Figure S2A, B. **d** Principal component analysis (PCA) of kidney and liver RPF-seq and RNA-seq datasets, using the 4000 most variable genes. The first two components reflected the variability coming from organ (PC1, 64.21%) and from RPF/RNA origin of datasets (PC2, 28.35%). **e** PC3 vs. PC5 (together 12.5% of variation) resolved the factor time within each dataset, leading to a representation that resembled the face of a clock. Each *dot* represents one sample, timepoint replicates are joined by a *line* and timepoints within each dataset are sequentially *coloured*. The circular arrangement was larger for liver than kidney, suggesting a higher contribution of hepatic rhythmic genes to overall variability. Additional file 1: Figure S4 shows the scree plot for the ten first components

Applying the same experimental and computational methods as for liver RPF-seq [10, 16], we obtained comparable high-quality data for kidney (see Additional file 1: Figure S1A–C and Additional file 2 for details on sequencing and mapping outcomes). Briefly, ribosome footprints from both organs showed similar enrichment for protein coding sequences (CDS) of mRNAs and depletion of untranslated regions (UTRs) (Fig. 1b). Like the footprints from liver, those from kidney also exhibited excellent reading frame preference, which allowed resolving the 3-nt periodicity of coding sequences transcriptome-wide (Fig. 1c and Additional file 1: Figure S2A, B). 

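Within each timepoint, the Spearman correlation between the 2 kidney replicates across 12166 genes averaged 0.9929 ± 0.0036 (SD, 12 timepoints) for RNA-seq and ran from 0.9854 at ZT10 to 0.9959. For RPF-seq, across 11904 genes, it averaged 0.9924 ± 0.0031 (SD, 12 timepoints) and ran from 0.9842 at ZT04 to 0.9947. These coefficients are taken across genes, which are not independent replicates. Pairs of samples from different timepoints correlated less well on average (0.9875 for RNA-seq and 0.9885 for RPF-seq, 264 pairs each), although the best of them reached 0.9957 and 0.9955. Reassigning the replicate 2 timepoints at random gave no mean as high as the true pairing in either assay (permutation test, p = 1e-05, the smallest that 100000 permutations can give). The choice of correlation and filter mattered little: the lowest mean for RPF-seq was 0.9905, with Pearson correlation of log2(RPKM + 0.1), and for RNA-seq 0.9910, with an RPKM minimum of 2. On the basis of such coefficients, the paper describes the kidney series as highly reproducible, both biologically and technically.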

Moreover, the high correlation coefficients seen across replicates of the kidney time series for both RNA-seq and RPF-seq data indicated excellent biological and technical reproducibility (Additional file 1: Figure S3A, B). We also used a recently developed tool, termed Ribo-seq Unit Step Transformation (RUST) [17], to confirm high technical similarity of datasets between organs (Additional file 1: Figure S2C, D). Finally, principal component analysis (PCA) on all available datasets (96 libraries, i.e. RPF-seq and RNA-seq from two organs, 12 timepoints, in duplicate) segregated the data according to the main experimental and biological covariates. PC1 (explaining 64.2% of variation) thus separated libraries according to organ, indicating that tissue origin represented the major source of divergence, followed by PC2 (28.4%) that separated RNA-seq (mRNA abundance) and RPF-seq (footprints/translation) (Fig. 1d). 

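A principal component analysis of the 48 kidney samples alone, on log2(RPKM + 0.1) of the 4000 most variable genes, placed 81.4% of the variance on the first component, which separated RPF-seq from RNA-seq samples (99.8% of its variance lay between the assays). Components 2 and 3 carried 2.72% and 2.51% of the variance, together 5.23%, and both followed the time of day. Regression of the component 2 scores on a 24-h cosine and sine gave an R2 of 0.952 in RNA-seq and 0.913 in RPF-seq (24 samples each). For component 3 the R2 was 0.962 and 0.923. Component 4, with 1.70% of the variance, had R2 values of 0.313 and 0.052. Taking all expressed genes in place of the 4000 most variable raised the sum of components 2 and 3 to 6.78%. The liver samples that the paper analysed together with these are not in the files analysed here, so the component numbers differ from those in Fig. 1e. The paper reads the circular arrangement of timepoints in such a component pair as the cyclic nature of the data.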

The cyclic nature of the data was resolved in the representation PC3 versus PC5 (together 12.5%), in which timepoints assembled to a near-perfect clock (Fig. 1e). The larger circular arrangement of the liver versus kidney time series suggested that rhythmic gene expression from liver contributed more strongly to overall variation than did kidney rhythms. This observation is in line with the notion that there are more and higher amplitude rhythms in liver than in kidney [3]. Taken together, we concluded that the kidney data were of similarly high quality as our previous liver datasets [10]. Together, they would be suitable for comparative analyses of time of day-dependent and constitutive translation across two tissues.

### Cross-organ differences in translation efficiency are widespread, of moderate scale and partially compensate RNA abundance differences

To what extent do differences in translation efficiency contribute to different gene expression outputs across organs? We addressed this question using the set of 10,289 genes whose expression was detectable in kidney and in liver at both RPF and RNA level (Fig. 2a). From the ratio of CDS-mapping normalised read counts for RPF-seq relative to RNA-seq, we first calculated relative translation efficiencies (TEs) per transcript and for each organ. TEs were overall rather similar between tissues, with 95% of genes falling into a less than threefold range for the kidney/liver TE ratio, as compared with a greater than 100-fold range for the transcript abundance ratio (Fig. 2b). 

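Over 11863 kidney genes, the mRNA abundance averaged over 24 samples spanned a 383-fold range between the 2.5 and 97.5 percentiles, from 1.02 to 390 RPKM. TE, computed as mean RPF RPKM over mean RNA RPKM, spanned a 10.7-fold range between the same percentiles, from 0.21 to 2.24. Computed in each sample separately, the ranges were 420 ± 38-fold (SD, 24 samples) for mRNA abundance and 12.6 ± 1.3-fold for TE, and the narrowest mRNA range in any sample (375-fold) was far above the widest TE range (15.6-fold). The mRNA range depended on the filter, falling to 148-fold with an RPKM minimum of 2 and rising to 608-fold with none, whereas the TE range stayed between 9.6-fold and 11.1-fold under every alternative. The paper finds its cross-organ ratios coherent with this wider spread within each organ. It reads them as compatible with a dominant role of mRNA level regulation in quantitative differences in gene output.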

This observation was coherent with the considerably broader spread of mRNA abundances versus TEs across genes within each organ (greater than 500-fold versus just over tenfold, respectively; Additional file 1: Figure S5A, B) and is in line with a dominant role for the regulation of mRNA levels (i.e., transcription and mRNA decay) in controlling quantitative differences in gene output.

**Fig. 2:**
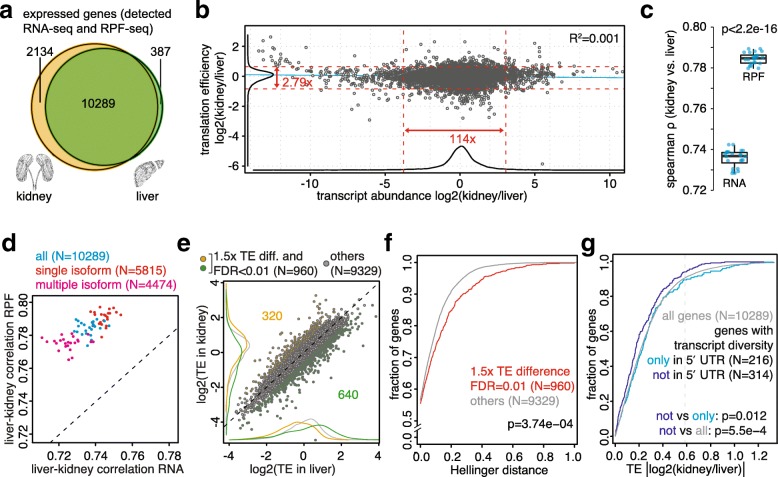
Cross-organ differences in translation efficiency partially compensate RNA abundance differences and show association with transcript features. **a** *Venn diagram* showing the gene expression overlap (i.e. genes detected at both RPF and RNA level) between kidney (*yellow*, *n* = 12,423 genes) and liver (*green*, *n* = 10,676 genes). Same cutoffs on RPKM (reads per kilobase of transcript per million mapped reads) were used for both organs. **b** *Scatterplot* of kidney-to-liver ratio of mRNA abundance versus translation efficiency (TE) for all expressed genes (*n* = 10,289), averaged over all timepoints. Corresponding density curves are plotted on the margins. *Dashed red lines* represent the 2.5 and 97.5 percentiles of each variable and the corresponding fold-change is indicated. Linear regression line is depicted in blue (R^2^ = 0.0009, *p* = 0.0009). While 95% of genes spanned a 114-fold range in mRNA abundance differences across organs, the same number of genes changed less than threefold in TE, underlining that transcript abundance was the main contributor to divergent gene expression. **c** Inter-organ Spearman correlation for RNA-seq and RPF-seq samples. Each *dot* represents the correlation coefficient between kidney and liver for a timepoint and replicate sample. Note that RPF-seq samples consistently correlated significantly better than RNA-seq samples (*p* < 2.2e-16, *n* = 24, paired t-test of Fisher-transformed correlation coefficients). **d** *Scatterplot* of inter-organ RNA vs. RPF correlation coefficients for each sample separately calculated from all (*blue*, *n* = 10,289), from single isoform (*red*, *n* = 5815), and from multiple isoform (*pink*, n = 4474) genes. Consistently better RPF correlation was evident in all cases. **e** Relative TE in liver vs. kidney (data centred and averaged over all timepoints for all expressed genes, *n* = 10,289) showed an overall strong inter-organ correlation. Differential TE—defined as having false discovery rate (FDR)-corrected *p* < 0.01 (Wilcoxon signed rank test on TE) and > 1.5 difference in TE across organs—was apparent for ca. 9% of genes (*yellow* and *green* show cases where TE is higher in kidney and liver, respectively, *n* = 960). **f** Cumulative distribution of Hellinger distances for genes showing differential TE (*red*, *n* = 960), or not (*grey*, *n* = 9329), as detected in (**e**). Hellinger distance was used as a quantitative measure for relative transcript isoform diversity across organs, as described in ‘Results’ and ‘Methods’. The analysis shows that divergent TE correlated with larger diversity in transcript isoform expression (D = 0.0702, *p* = 3.74e-04, two-sample Kolmogorov–Smirnov [KS] test). **g** Cumulative distribution of the kidney-to-liver TE ratio for genes whose transcript diversity originated exclusively from the 5′ UTR (identical CDS and 3' UTR, *light blue*, *n* = 216; these genes show more TE differences across organs) and genes whose transcripts had identical 5′ UTR (and divergent CDS and/or 3′ UTR, *purple*, *n* = 314; these genes show less TE differences across organs). The *vertical dashed grey line* marks the 1.5-fold difference used to define differential TE (as in (**e**)). These results suggested that tissue specificity in TE was partially achieved by expressing transcript isoforms that differed in their 5′ UTRs (note the significant shift towards smaller TE differences for genes with identical 5' UTRs). See also Additional file 1: Figure S9

Intuitively, we had expected that RNA levels that were widely dissimilar between kidney and liver and subsequently further modulated by organ-specific TEs, would probably give rise to even greater cross-organ divergence at the RPF level. Intriguingly, however, the global correlation between kidney and liver was better for footprint abundances than for transcript abundances (Spearman ρ [RPF]: mean 0.784 vs. ρ [RNA]: mean 0.736; *p* < 2.2e-16; paired t-test of Fisher-transformed correlation coefficients, n = 24) (Fig. 2c; Additional file 1: Figure S3C, D). This phenomenon was observed irrespective of whether the genes expressed only one dominant protein-coding transcript isoform (‘single isoform genes’ in the following) that was common to both organs, or whether they gave rise to different (including tissue-specific) mRNA variants (‘multiple isoform genes’) (Fig. 2d). The observed higher cross-organ concordance of RPFs could have simply had technical reasons, e.g. if the RPF-seq protocol gave more reproducible results than the RNA-seq protocol. We addressed this caveat by comparing measurement errors (MEs) for RNA and RPF data using a similar approach as in a recent publication [18]. We found that MEs scaled inversely with expression levels, as expected, and showed some variation due to organ (Additional file 1: Figure S6A, B, F, G). 

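For the kidney series the ME was computed per gene and timepoint as the squared difference of log2(RPKM + 0.1) between the replicates divided by 2, and averaged over genes in deciles of expression (the square root of mean RNA times mean RPF RPKM). In the lowest decile (1187 genes, median level 1.28 RPKM) it was 0.124 ± 0.030 (SD, 12 timepoints) for RNA-seq and 0.196 ± 0.121 for RPF-seq. In the fifth decile, at a median of 12.5 RPKM, these values had dropped to 0.027 ± 0.014 and 0.032 ± 0.016. In the highest decile (median 243 RPKM) they were 0.019 ± 0.017 and 0.021 ± 0.010. Most of the decline took place in the lower deciles, and from the sixth to the highest decile the means lay closer together than the spread between timepoints. Low expressed genes rest on few reads, and the lowest decile was also the one in which the ratio of RPF to RNA ME moved most with the pseudocount, from 1.59 to 1.32 with a pseudocount of 1.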

Especially in liver and among low expressed transcripts, a tendency towards smaller MEs for RPF than for RNA was indeed visible (differences statistically non-significant). In most other cases, however, measurement errors were (in part significantly) higher for the transcripts’ RPF counts than for their RNA counts. 

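In kidney, averaged over 11863 genes, the ME was 0.0549 ± 0.0284 (SD, 12 timepoints) for RPF-seq and 0.0402 ± 0.0149 for RNA-seq, a ratio of 1.37 with the RPF value higher at 9 of 12 timepoints (exact sign-flip permutation test over timepoints, p = 0.064). All 10 expression deciles had ratios above 1, from 1.59 and 1.57 in the lowest and second deciles to 1.05 in the eighth and ninth. The lowest decile had the higher RPF error at 11 of 12 timepoints (exact permutation test, p = 0.010), and after Benjamini-Hochberg adjustment over the 10 deciles this became 0.068. In the upper deciles the difference was not separable from the variation between timepoints. The median in place of the mean over genes changed the ratio over all genes most, to 1.15 (exact permutation test, p = 0.22). With the median, the lowest and second deciles had ratios of 1.55 and 1.52 (exact permutation test, adjusted p 0.020 each). The eighth, ninth and highest deciles then had ratios of 0.984, 0.956 and 0.976. In the paper, MEs were in most cases higher for RPF-seq, and the better cross-organ footprint correlation also held in transcript subsets with higher RPF MEs. From both, it considers technical bias an unlikely reason for that correlation.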

Of note, the better cross-organ correlation of RPF vs. RNA levels seen in the full transcript set (Fig. 2c) was also evident within various transcript subsets (Additional file 1: Figure S6C–E, H–L), including such subsets for which RPF MEs were higher than RNA MEs (Additional file 1: Figure S6E, L). It is thus unlikely that technical bias was the reason for the higher RPF correlation. Finally, an analysis that we performed on independent ribosome profiling datasets from rat liver and heart [19] allowed us to confirm the phenomenon of higher concordance of RPF versus RNA abundance also between these organs (Additional file 1: Figure S7A–C). Taken together, these findings are suggestive of a potentially broader biological phenomenon that consists in the partial compensation of differences in a gene’s mRNA expression through counteracting effects exerted through its TE, resulting in the convergence at the level of protein biosynthetic output (footprints, RPF) across tissues.

### Transcript features associated with cross-organ differences in translation efficiency

Do particular transcript features have predictive value for organ-specific differences in translation efficiency? To investigate this question, we selected the genes with significantly different TEs between tissues (*n* = 5013; Wilcoxon signed rank test; FDR < 0.01) and implemented a 1.5-fold cutoff on TE ratio between the organs to retrieve the most pronounced cases (n = 960) (Fig. 2e; Additional file 3). Of these, 533 represented ‘single isoform genes’ with no (or negligible amounts of) expression of tissue-specific mRNA variants. For these genes, we examined whether a higher TE in kidney (*n* = 193) or in liver (*n* = 340) was associated with specific transcript characteristics. Of several features tested, we found that CDS and transcript lengths showed the most significant association with differential TE (Additional file 1: Figure S8A, B). Of note, we had previously seen in liver that shorter coding sequences, i.e., transcripts encoding smaller proteins, are more efficiently translated [10]. Our present analyses suggest that such transcripts are also more prone to tissue-specific regulation at the translational level. Other sequence features showed some bias within the differential TE gene sets as well, although the effects were overall weaker and less consistent. Briefly, the 5′ UTRs of genes with higher TEs in liver were longer and predicted to fold more strongly. By contrast, transcripts with higher kidney TEs were associated with lower 5′ UTR GC content and slightly shorter 3′ UTRs. No association with differential TE was found for the Kozak sequence context score.

We also investigated two functional classes of sequence features, micro RNA (miRNA) binding sites and upstream open reading frames (uORFs), for association with differential TE. Of note, the 960 ‘TE different’ transcripts were not enriched for any predicted miRNA binding sites, making it unlikely that this class of post-transcriptional regulators is a major player in establishing tissue-specific TEs (data not shown). We had previously observed that in the liver the presence of a translated uORF in the 5′ UTR was strongly predictive of low TE at the main ORF [10]. An analogous relationship was also evident in kidney (Additional file 1: Figure S5C). To assess whether uORF translation was associated with TE differences across organs, we compared how the identified uORF-containing transcripts (i.e. single isoform genes showing translated uORFs in at least one organ; *n* = 1377) distributed to the differential versus non-differential TE gene sets. The group of genes with higher TE in liver was significantly enriched for transcripts with translated uORFs (*p* = 6.08e-04; Fisher’s exact test) and there was slight depletion among genes with higher TE in kidney (not significant) (Additional file 1: Figure S8C). Only few differential TE genes exhibited uORF translation that was exclusive to one organ, but there was a tendency for kidney-specific translation of uORFs to be associated with higher TE on the CDS in liver and vice versa (Additional file 1: Figure S8D). For the genes with uORFs translated in both tissues, we expected that cross-organ differences in the strength of uORF usage would negatively correlate with TE differences at the CDS. However, such a trend was only visible for liver differential TE genes (Additional file 1: Figure S8E); and globally, uORF and CDS TEs even showed slightly positive correlation. In summary, these analyses suggested that uORF translation contributed to some extent (and especially for genes that were more efficiently translated in the liver) to cross-organ differences in TE; however, the overall impact appeared limited (see ‘Discussion’).

We next included the ‘multiple isoform genes’ in the analyses and asked whether transcript isoform diversity between the two organs—i.e. the occurrence of tissue-specific mRNA variants generated by alternative transcriptional start sites, splicing and 3′ processing—had any relationship to differential TE. Briefly, using our RNA-seq data we first compiled an inventory of all annotated, protein-coding transcript isoforms and their estimated relative expression levels per gene and tissue. We then used the Hellinger distance [20] as a measure of dissimilarity in isoform expression levels between kidney and liver. A value of 0 for this metric indicates that a gene has identical isoform distribution in both tissues (i.e. these are essentially the ‘single isoform genes’ described above), while a value of 1 denotes a lack of overlap in expressed isoforms. Globally, the 960 genes with differential TE showed significantly higher Hellinger distances than the remainder of the expressed genes (*p* = 3.74e-04; Kolmogorov–Smirnov test) (Fig. 2f). Molecularly, the term ‘transcript isoform’ comprises variations affecting 5′ UTR, CDS and 3′ UTR. By comparing the genes for which all expressed variants affected exclusively one single feature or for which this particular feature was not affected at all, it became apparent that transcript diversity in the 5′ UTR was particularly strongly associated with differential TE (Fig. 2g). By contrast, variation in the CDS showed significantly less association with cross-organ differences in translation efficiency (Additional file 1: Figure S9A, B). Although the low number of available transcripts bearing exclusively 3′ UTR differences precluded a rigorous interpretation, 3′ UTR variation did not appear to be associated with differential TE either (Additional file 1: Figure S9C). Altogether, we thus concluded that TE differences between tissues may, at least in part, have their origin in tissue-specific transcript variants, especially through alternative 5′ UTRs.

Finally, we were interested in whether cross-organ differences in translation efficiency affected specific pathways. For the 640 ‘TE different’ genes that showed increased TE in liver (Fig. 2d), gene ontology (GO) analyses revealed significant enrichment for categories related to transcription (Additional file 3). Conceivably, tissue-specific translational control of transcriptional regulators may thus impact also on the organs’ transcriptomes. The 320 ‘TE different’ genes that were translated better in kidney did not show any significant enrichment.

### Translational modulation of phase of oscillation in kidney

We next turned to the analysis of factor time across the datasets. 

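In the kidney files, a gene was called rhythmic when limma's moderated F test of a 24-h cosine and sine fitted to log2(RPKM + 0.1) over 24 samples gave a Benjamini-Hochberg FDR under 0.05 and the fitted curve had a peak-to-trough fold of at least 1.5. The fold cutoff is the paper's. The paper's own annotation chose between models by the Akaike information criterion (AIC), so an AIC choice between the cosine and a flat line was run as an alternative, which gave 1289 rhythmic genes in RNA-seq and 1075 in RPF-seq in place of 1210 and 899. The test was checked on simulated data drawn from the real genes' levels and variances. In these, known genes were given a 2-fold rhythm, 100 for RNA-seq, 200 for RPF-seq and 100 for TE. At that FDR, before the fold cutoff, the test recovered 96% of them in RNA-seq, 93.5% in RPF-seq and 84% in TE. Of the genes called, 4%, 7.4% and 2.3% had no simulated rhythm. Recovered peak times were off by a median of 0.20 h, 0.24 h and 0.31 h. Far more genes had a 24-h component in the real data, so these rates need not hold there. Without the fold cutoff, 5761 genes had a 24-h component in RNA-seq and 3663 in RPF-seq at that FDR, so the cutoff sets most of the final number.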

We annotated rhythmic events in kidney with the same methodology as previously for liver, including a 1.5-fold cutoff on peak-to-trough amplitudes [10]. A list of the detected RNA and RPF rhythms and genome-wide gene expression plots are provided in Additional file 4 and Additional file 5 under (https://doi.org/10.6084/m9.figshare.4903193), respectively. 

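With a 24-h fit at an FDR under 0.05 (limma's moderated F test) and at least 1.5-fold peak-to-trough, 1210 of 11863 genes were rhythmic in RNA-seq, 899 in RPF-seq and 504 at both levels. Of the paper's set of genes rhythmic at both levels, 508 were among those tested and 445 were rhythmic at both levels by this rule as well. Shuffling the timepoint labels within each replicate series 100 times, the real order included, never gave more than 1 rhythmic gene in RNA-seq or 6 in RPF-seq apart from the real order. The replicate numbers are taken from the sample labels. Samples sharing a number deviated together only weakly, with a mean correlation of the replicate differences between timepoints of 0.029 in RNA-seq (exact permutation test, p = 0.061) and 0.020 in RPF-seq (p = 0.050). Adding the replicate number as a block gave 1214, 895 and 503 genes. Of the alternatives, leaving out replicate 1 gave the lowest numbers, 722 genes in RNA-seq, 370 in RPF-seq and 204 at both levels, and a 12-h harmonic added to the cosine the highest, 1752, 1258 and 694. Without replicate 2 they were 1430, 853 and 470.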

Our analyses yielded 1338 and 977 genes that cycled at the RNA abundance and footprint level, respectively, with an overlap of 542 genes (Fig. 3a). 

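Of the genes rhythmic in kidney RNA-seq, 41.65% were also rhythmic in RPF-seq, and of those rhythmic in RPF-seq, 56.06% were also rhythmic in RNA-seq. Dropping the fold cutoff at the other level raised the overlap, as 751 of the 1210 RNA rhythmic genes had a 24-h component in RPF-seq at an FDR under 0.05 (limma), and 683 of the 899 RPF rhythmic genes had one in RNA-seq. The number at both levels was lowest without replicate 1, at 204 genes, and highest at 694, with a 12-h harmonic added to the cosine. The paper argues that such an overlap understates the shared rhythmicity and holds only the most robust oscillations.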

As discussed later, this relatively modest overlap (542 genes corresponds to 41% and 55% of all ‘RNA rhythmic’ and ‘footprint rhythmic’ cases, respectively) likely underestimates the full extent of shared rhythmicity and only contains the most robustly oscillating gene expression events, which we further explored in the following.

**Fig. 3:**
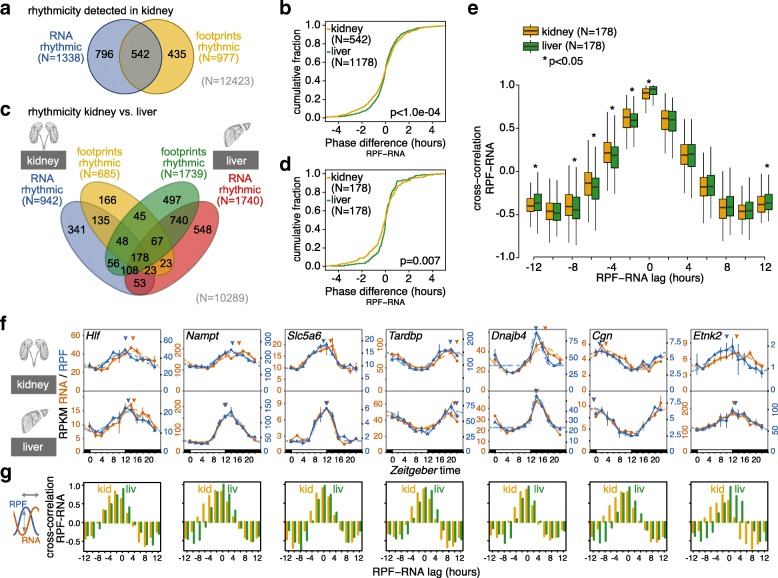
Rhythmicity analyses across organs reveals phase modulation by translation in kidney. **a** *Venn diagram* showing rhythmic genes in kidney. Of the 12,423 expressed genes, 1338 showed 24-h oscillations of > 1.5-fold amplitude in mRNA abundance (RNA-seq, 10.7%) and 977 in footprint abundance (RPF-seq, 7.9%). A total of 542 genes (4.3%) were identified as rhythmic at both levels. **b** Cumulative distribution of phase differences (RPF peak – RNA peak, in hours) for genes rhythmic at both RNA-seq and RPF-seq in liver (*green*, *n* = 1178) and kidney (*yellow*, *n* = 542). The two distributions were significantly different (*p* < 1e-04, permutation test) and reflected that maximal footprint abundance frequently preceded mRNA abundance peaks in kidney (note that the two distributions differed mostly in their negative tail). **c** Four-way Venn diagram of rhythmicity sets for genes expressed in both tissues (*n* = 10,289). Of all genes, 364 and 238 were detected as rhythmic in both organs at the RNA-seq and RPF-seq levels, respectively, and 178 genes were detected as rhythmic throughout (i.e. RNA-seq and RPF-seq, in kidney and liver). **d** Cumulative phase difference distribution in liver (*green*) and kidney (*yellow*) for the 178 common rhythmic genes. As in (**b**), the distributions were significantly different (*p* = 0.007, permutation test) and corroborated that even when comparing the same set of genes, footprint peaks frequently preceded mRNA abundance maxima in kidney. **e** Cross-correlation in kidney (*yellow*) and liver (*green*) of time-resolved RPF-seq profiles relative to the RNA-seq profiles of the *n* = 178 common rhythmic genes. The analysis showed that profile correlations for negative lags (i.e. RPF peaking before RNA) were significantly higher in kidney than liver (* indicate *p* < 0.05, Wilcoxon signed rank test). *Boxplots* represent the interquartile range and whiskers extend to the minimum and maximum expression within 1.5 times the interquartile range. **f** Examples for genes with maxima in RPF (*blue*) preceding those in RNA (*orange*) by several hours in kidney (*top*) but not, or less so, in liver (*bottom*). Arrowheads indicate the peaks in footprint and mRNA abundance as estimated from the rhythmic fits. **g** Cross-correlation analyses of RPF-seq relative to RNA-seq profiles (kidney in *yellow*, liver in *green*) for the genes in (**f**). Maximal correlations of the profiles in kidney were found to be shifted to the left (more negative RPF-to-RNA lags) as compared with liver. For liver, there was no case with a maximal correlation value in negative RPF-to-RNA lags

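For the 542 genes, peak times refitted from the kidney files with a 24-h cosine gave RPF minus RNA differences with an SD of 1.65 h and with the 5 and 95 percentiles at -2.64 h and 1.64 h. The 2 peaks were within 2 h of each other in 87.5% of the genes. Of the other 68 genes, 46 had an RPF peak more than 2 h ahead of the RNA peak and 22 more than 2 h behind it. The peak times themselves differed from the phases in the paper's Additional file 4 by a median of 0.136 h for RNA and 0.138 h for RPF over the 508 genes tested. Fitting simulated profiles with no shift gave an SD of 0.25 h. Part of the real peaks were less well determined, since 440 of the 508 genes tested had both peak standard errors under 1 h. No standard error was computed for the rest of the 542 genes. The simulated SD is therefore not the spread expected of these genes without shifts. The liver distribution is not in the files analysed here. From a distribution broader than that of liver, the paper proposes that translation markedly modulates the phase of protein biosynthesis rhythms in kidney.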

Interestingly, the analysis of rhythmicity parameters across the 542 genes revealed that the timing of their RPF peaks relative to their RNA peaks had a significantly different and broader distribution than the corresponding set from liver (*p* < 1.0e-04; permutation test) (Fig. 3b). This observation suggested that the phase of protein biosynthesis rhythms was subject to marked translational modulation in kidney. In liver, by contrast, RPF peaks were more tightly gated by RNA abundance peaks. 

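Over the 542 genes, the kidney RPF peak minus RNA peak difference had a mean of -0.269 h (SD 1.65 h), with 288 advances and 254 delays and a median of -0.100 h. Reversing the sign of the differences at random gave a mean as far from 0 in few cases (permutation test over genes, p = 7.0e-05), and the signed-rank statistic with the same permutations gave p = 0.0027, with genes that are not independent replicates. Each replicate alone gave an advance, -0.228 h from replicate 1 and -0.239 h from replicate 2. The 504 genes rhythmic at both levels by the rule used here had a mean of -0.252 h (permutation test, p = 3.5e-04). The estimate depended on the shape fitted: with the peak read from a 24-h plus 12-h curve it was -0.068 h (permutation test, p = 0.49), and the median over genes was also not separated from 0 (p = 0.17). From the earlier mean RPF phase and the excess of advances, the paper concludes that maximal translation tended to come before maximal RNA abundance in kidney, while reporting that neither measure reached significance.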

Surprisingly, maximal translation tended to precede maximal RNA abundance in kidney (Additional file 1: Figure S10A), as globally the mean RPF peak phase was advanced (–0.123 h) and also RPF rhythms were enriched for phase advances (282) versus delays (260), albeit neither reaching statistical significance (*p* = 0.16, Wilcoxon rank sum test).

The above analyses used different rhythmic gene sets for kidney than for liver, potentially compromising comparability. The observed differences in the RPF-RNA phase relationships could thus have simply arisen from transcript-specific rather than from tissue-specific differences in the timing of translation. We thus analysed the group of 178 genes whose RNA and RPF profiles were rhythmic in both organs (Fig. 3c; Additional file 6 and Additional file 7 (https://doi.org/10.6084/m9.figshare.4903193)). Again, the distribution of RPF-RNA offsets was significantly broader in kidney than in liver (Fig. 3d; *p* = 0.007, permutation test) with an RPF peak phase advance in kidney (mean –0.143 h) and a phase delay in liver (mean 0.036 h) (Additional file 1: Figure S10B, C). 

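In the kidney files, the 178 genes gave a mean RPF minus RNA peak difference of -0.262 h (SD 1.57 h; permutation test over genes, p = 0.022). There were 92 advances and 86 delays, and the median was -0.051 h, with 12 genes advanced by more than 2 h and 6 delayed by more than 2 h. The signed-rank statistic did not separate the differences from 0 (permutation test, p = 0.16). From replicate 2 alone the mean was -0.264 h (permutation test, p = 0.038). Without replicate 2 it was -0.084 h (permutation test, p = 0.45), the largest change among the alternatives apart from the median. The paper's liver values for the same genes are not in the files analysed here. For these genes the paper gives a mean advance in kidney and a mean delay in liver. It found no significant gene-wise difference between the organs.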

We next calculated the gene-wise RPF-RNA peak phase difference in kidney relative to that in liver. More genes showed their RPF maxima earlier (96) than later (82) in kidney versus liver, with a mean advance of –0.178 h (Additional file 1: Figure S10D), but again without passing statistical significance (*p* = 0.152, Wilcoxon rank sum test).

Conceivably, we lost statistical power and introduced error in the above analyses by restricting the phase comparisons merely to the peaks of the rhythmic curve fits. We thus sought a method that would take into account phase differences between RPF and RNA profiles over all data points. To this end, we used cross-correlation to quantify the similarity between the RPF and RNA time series as a function of sliding one series on the time axis relative to the other. 

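The kidney RPF and RNA profiles of the 178 genes, each averaged over the 2 replicates, had their highest mean cross-correlation at a lag of 0 h, 0.883 ± 0.127 (SD over 178 genes). It fell to 0.606 ± 0.194 at -2 h and 0.575 ± 0.207 at 2 h. In 161 of the 178 genes the best lag was 0 h. The corresponding liver profiles are not in the files analysed here. The paper relates the higher value in liver at this lag to a tighter gating of RPF rhythms relative to RNA rhythms in that organ.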

When the time series were not shifted against each other at all (RPF-RNA lag = 0 h), the RPF-RNA cross-correlation values were overall highest, as expected, and they were significantly higher in liver, in line with stronger gating of RPF rhythms relative to RNA oscillations in this organ (Fig. 3e). 

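At negative lags, which set earlier RPF timepoints against RNA, the mean cross-correlation over the 178 kidney genes was 0.235 ± 0.212 (SD over genes) at -4 h, -0.093 ± 0.210 at -6 h and -0.347 ± 0.189 at -8 h. At the corresponding positive lags it was 0.197 ± 0.195 at 4 h, -0.1433 ± 0.182 at 6 h and -0.380 ± 0.164 at 8 h. Averaged from 2 to 8 h, the values were 0.0999 at negative and 0.062 at positive lags. The SD over genes at each lag was several times the difference between the sides.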

Importantly, when cross-correlation of RNA was calculated with earlier RPF time points (negative RPF-RNA lags; see in particular lags of –2 h to –8 h in Fig. 3e), kidneys scored significantly higher than livers. Sliding the series in the other direction, however, rather led to overall better correlations in the liver (see lags of +4 to +8 in Fig. 3e; liver–kidney difference was non-significant). 

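Per gene, the mean kidney cross-correlation at lags of -2 to -8 h minus that at 2 to 8 h was 0.038 ± 0.242 (SD over 178 genes; permutation test over genes, p = 0.039). It was positive in 95 of the 178 genes. Profiles simulated with no shift gave 3.0e-04 (permutation test, p = 0.94), and profiles with the RPF peak 2 h early gave 0.609. Without replicate 2 the asymmetry was 0.024 (permutation test, p = 0.18), and with a circular cross-correlation 0.042 (permutation test, p = 0.068). The paper reports no such test within kidney but compares the organs at each lag. Kidney scored significantly higher than liver at lags of -2 to -8 h, and liver scored higher at longer positive lags without significance. From this comparison, the paper concludes that RPF rhythms come before RNA rhythms in kidney specifically.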

Taken together, these analyses underscored that there was asymmetry in the data with RPF rhythms preceding RNA rhythms specifically in the kidney.

We confirmed kidney-specific translational phase advances by visual inspection of individual gene expression profiles. Figure 3f shows the profiles for the genes *Hlf*, *Nampt*, *Slc5a6*, *Tardbp*, *Dnajb4*, *Cgn* and *Etnk2*, which all show an RPF phase advance of up to several hours relative to RNA. 

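Coordinates are those of GRCm38 (GENCODE vM21), and each peak time comes from a 24-h cosine fitted to 24 kidney samples per assay, with the standard error of the fit. *Hlf*, a PAR bZIP transcription factor gene (chromosome 11 from 90336536 to 90390895), had its RNA peak at ZT14.6 and its RPF peak at ZT12.3, a difference of -2.36 ± 0.69 h. For *Nampt* (chromosome 12 from 32819545 to 32853349) the peaks were at ZT16.5 and ZT14.7 (-1.80 ± 0.50 h), and for *Tardbp* (chromosome 4 from 148612382 to 148627019) at ZT21.5 and ZT20.2 (-1.29 ± 0.62 h). *Cgn* (chromosome 3 from 94760069 to 94786492) differed by -2.30 ± 0.68 h, and *Etnk2* (chromosome 1 from 133363572 to 133380336), with the lowest footprint level of the set at 1.37 ± 0.49 RPKM (SD, 24 samples), by -3.48 ± 1.03 h. The difference of *Dnajb4* (chromosome 3 from 152178511 to 152210302) was -1.14 ± 0.79 h, and that of *Slc5a6* (chromosome 5 from 31036036 to 31048924) was 0.36 ± 0.57 h, with RNA peaking at ZT10.4 and RPF at ZT10.8. For *Slc5a6* the difference was less than 1 standard error from 0, and each replicate alone gave a small positive value (0.09 h and 0.74 h). Its highest timepoint was nevertheless ZT14 in RNA-seq (23.0 and 15.9 RPKM in the replicates) and ZT12 in RPF-seq (18.5 in each). A cosine fit can miss such an order of the maxima. The other genes kept a negative difference in each replicate alone. *Cgn* was the least repeatable, at -1.37 h in replicate 1 and -3.48 h in replicate 2. All genes of the set had a 24-h fit at both levels with a limma FDR of 0.0036 or lower. Reading the peak from a 24-h plus 12-h curve, an alternative chosen after seeing the data, moved *Cgn* most, to -0.50 h, and gave -0.75 h for *Slc5a6*.

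**Figure D2:**
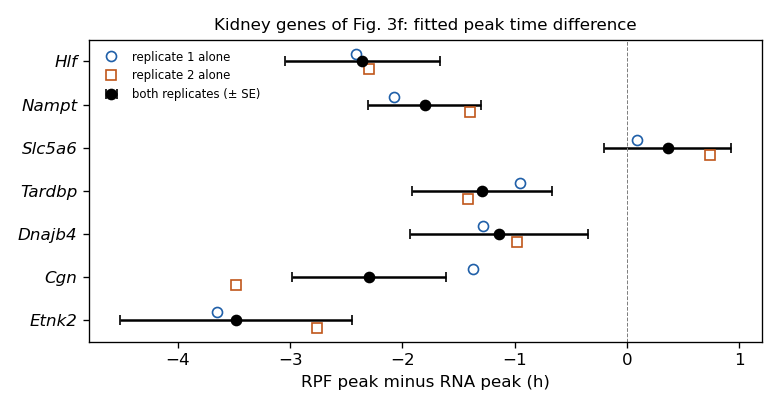
RPF peak minus RNA peak (h) of the kidney genes in Fig. 3f from 24-h cosine fits. Filled circles with bars are both replicates with the standard error of the fit, open circles replicate 1 alone and open squares replicate 2 alone, and the dashed line marks 0; *Etnk2* lies farthest left at -3.48 h and *Slc5a6* right of 0 at 0.36 h.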

Cross-correlation analysis for the individual genes also confirmed kidney-specific, phase-advanced translation (Fig. 3g).

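From the kidney profiles, the best lag was -2 h for *Hlf*, *Nampt* and *Etnk2* and 0 h for *Slc5a6*, *Tardbp*, *Dnajb4* and *Cgn*. The mean cross-correlation at lags of -2 to -8 h minus that at 2 to 8 h was 0.82 for *Etnk2*, 0.71 for *Hlf*, 0.58 for *Cgn*, 0.51 for *Nampt*, 0.34 for *Dnajb4* and 0.31 for *Tardbp*, all above the mean over the 178 genes (0.038). *Slc5a6* had the smallest, at 0.04, and the highest correlation at lag 0 (0.90). Each value rests on 12 timepoints averaged over 2 replicates and carries no test of its own. The paper reads such profiles, together with those of liver, as phase-advanced translation specific to kidney.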

At first sight, translation that is phase-advanced to mRNA abundance is counterintuitive. Conceivably, it may occur when translation efficiency is not constant, but decreases over the lifetime of an mRNA. TEs may be higher on freshly synthesised messages that have long poly(A) tails and decrease as a result of gradual deadenylation even before transcript stability and abundance are affected as well [21]. 

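In kidney, the scaffold subunit gene *Cnot1* (chromosome 8 from 95719451 to 95807464 of GRCm38) had the highest mean RNA level of the 11 CCR4-NOT genes in the files, 48.59 ± 3.53 RPKM (SD, 24 samples), and *Cnot3* the lowest, 7.77 ± 1.31 RPKM. The deadenylase genes *Cnot6*, *Cnot6l*, *Cnot7* and *Cnot8* had 33.98 ± 6.59, 25.27 ± 3.08, 30.43 ± 4.76 and 31.09 ± 3.17 RPKM in RNA-seq. Their footprint levels were further apart, with 5.98 ± 0.80 RPKM for *Cnot6* and 38.39 ± 3.34 RPKM for *Cnot8*. Leaving out either replicate moved each mean by less than its SD, the largest relative shift being that of *Cnot7* in RPF-seq, from 8.11 RPKM to 8.70 without replicate 2. The liver values are not in the files analysed here. The paper first raises the hypothesis that poly(A) kinetics differ between the organs, and reports higher kidney levels of most subunits as in keeping with it.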

In keeping with the hypothesis of cross-organ differences in poly(A) kinetics, we have observed that most subunits of the major cytoplasmic deadenylase complex, CCR4-NOT, are significantly more highly expressed in kidney than in liver (Additional file 1: Figure S11A–C). Higher deadenylase activity in kidney could provide an attractive molecular explanation for the observed tissue-specific differences in RPF-RNA phasing and for RPF rhythms that are phase-advanced to RNA oscillations.

### High tissue divergence in translationally driven rhythms

Rhythmicity detection algorithms are sensitive to false-negatives, i.e. to classify gene expression profiles as ‘non-rhythmic’ (for example, because they fail imposed thresholds on amplitude or FDR) although the underlying temporal patterns may still be more similar to, and more likely to be, rhythmic than invariable. Of note, the lack of canonical methods to reliably determine true absence of rhythms is a common problem in the field (see recent review by [6] for discussion). Venn diagrams that simply overlap rhythmic gene sets hence need to be interpreted with caution. For these reasons, the extent of ‘RNA only’ and of ‘footprints only’ oscillations in Fig. 3a is likely not reported reliably and subject to overestimation. 

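The kidney files held 728 of the 796 'RNA only' genes and 405 of the 435 'footprints only' genes above the expression filter. Of the 'RNA only' genes, 291 (39.97%) had a 24-h component in RPF-seq at an FDR under 0.05 (limma's moderated F test) once the 1.5-fold cutoff was dropped, against 24.6% of genes in none of the paper's rhythmic sets. Of the 'footprints only' genes, 203 (50.12%) had one in RNA-seq, against 42.7%. The median correlation of the RNA and RPF profiles was 0.584 in the 'RNA only' set and 0.645 in the 'footprints only' set, and 0.345 in the 10222 other genes (permutation test for each set, p = 1e-04, the smallest that 10000 resamples can give). An FDR of 0.01 lowered the shares most, to 20.2% and 27.9%. The paper reasons that rhythmicity detection misses profiles that fail a threshold on amplitude or FDR, so that both categories are overestimated.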

The heatmaps of the corresponding RNA and RPF profiles support this notion as well (Additional file 1: Figure S12B, D).

In order to identify the true-positive ‘translation only’ cycling transcripts with higher reliability, we implemented the same methodology as in our previous study [10]. Briefly, we used the analytical framework *Babel* [22] to preselect all transcripts whose translation efficiency changed significantly over the day (and/or whose TEs deviated significantly from the global transcript population). 

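The preselection with Babel needs read counts, which are not in the files analysed here, so a rhythm of TE stood in for it. In kidney, 126 of 11863 genes were rhythmic in RPF-seq and not in RNA-seq and had a TE rhythm at an FDR under 0.05 (limma). Of these, 93 belonged to the paper's 'footprints only' set, 10 to its set rhythmic at both levels, 1 to its 'RNA only' set and 22 to none. Their median peak-to-trough fold was 1.65 in RPF-seq and 1.27 in RNA-seq. In 100 orders of the timepoint labels, the real one gave the most genes, and no other order gave any. A replicate block gave 131 genes, with the pairing taken from the labels. One replicate was not enough to find the set: only 6 genes remained without replicate 1 and 14 without replicate 2. Of the 5 genes with the largest RPF fold among those whose peaks in the 2 replicates lay within 3 h, *Batf3* (chromosome 1 from 191097847 to 191108945 of GRCm38) had a 4.15-fold RPF rhythm (limma FDR 9.4e-04) at a mean of 1.07 ± 0.62 RPKM (SD, 24 samples) and *Rpl36* (chromosome 17 from 56613416 to 56614243) a 2.70-fold rhythm (limma FDR 0.013) at 7.18 ± 3.46 RPKM. The other genes were *Serpina1c* (3.13-fold), *Hist1h2bk* (2.65-fold) and *Tmem223* (2.58-fold), with mean footprint levels under 2 RPKM. Of the 5, only *Batf3* still passed the RPF rule with either replicate left out. Of these 5, *Serpina1c*, *Rpl36* and *Hist1h2bk* have near-identical paralogs or pseudogenes between which the authors' mapping could have split reads. *Serpina1c* is also one of the genes known for high expression in hepatocytes, and the source of their signal in kidney was not settled (see the additional observations).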

Rhythmicity analyses were then performed on this gene subset and yielded 92 cases with the sought-after temporal profiles of rhythmic translation on non-rhythmic mRNAs (Fig. 4a). Comparison with the 142 genes of the analogous set from liver revealed near-perfect tissue specificity of translationally driven oscillations. 

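*Lypla2* (chromosome 4 from 135968224 to 135972626 of GRCm38) had a kidney RPF rhythm of 1.52-fold (limma FDR 2.8e-05) peaking at ZT5.9, over an RNA rhythm of 1.38-fold (limma FDR 1.4e-04) peaking at ZT6.8. Its TE had no detectable rhythm (1.14-fold, limma FDR 0.44). *Abcd4* (chromosome 12 from 84601464 to 84617413) was rhythmic at both levels, 1.75-fold (limma FDR 3.4e-07) in RPF-seq and 1.90-fold (limma FDR 1.0e-07) in RNA-seq, and is in the paper's set rhythmic at both levels. The gene of similar name *Acbd4* (chromosome 11 from 103101682 to 103112200) is in the 'footprints only' set, and it had 1.37-fold (limma FDR 0.033) in RPF-seq, 1.17-fold (limma FDR 0.17) in RNA-seq and a 1.52-fold TE rhythm (limma FDR 0.040). Among these, the RPF fold that moved most was that of *Acbd4*, 1.50 without replicate 1. The paper ranks the shared cases among its least compelling ones from the look of their profiles.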

Only two genes, *Abcd4* and *Lypla2*, were shared between the organs; they were both among the least compelling cases of ‘translation only rhythms’ that our method had identified, as judged by visual inspection (Fig. 4b).

**Fig. 4:**
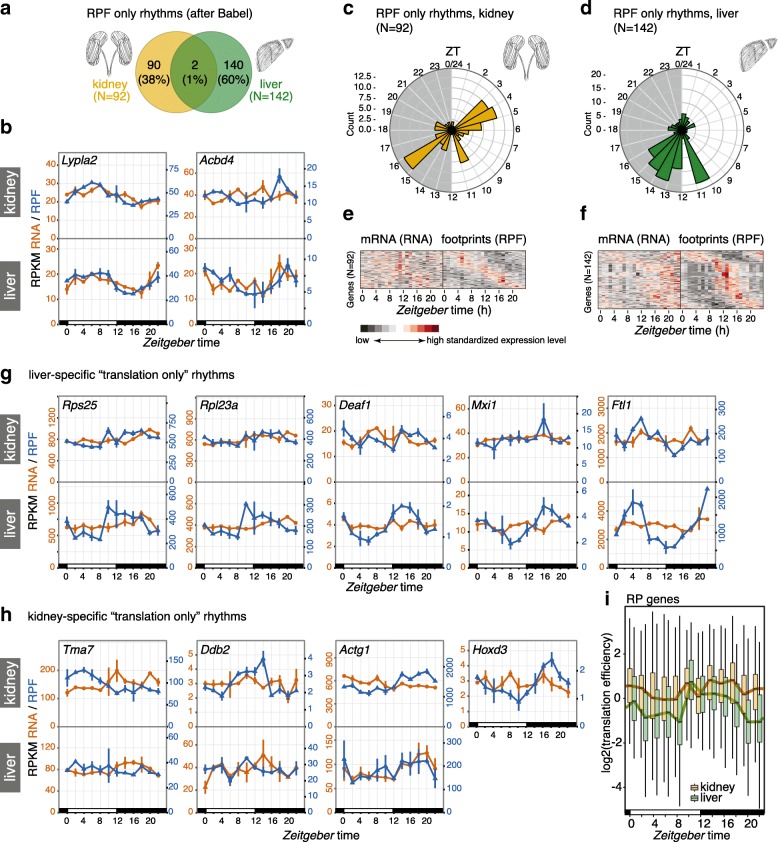
High tissue divergence in translationally driven rhythms. **a** *Venn diagram* of rhythmic RPF-seq sets in kidney (*yellow*, *n* = 92) and liver (*green*, *n* = 142) after the Babel analysis indicated strong tissue specificity of translational control. **b** Daily profiles of RPF-seq RPKM (*blue*) and RNA-seq RPKM (*orange*) for the two genes detected as translationally regulated in both tissues in (**a**). **c**, **d** Circular phase histogram for the 92 (**c**, kidney) and 142 (**d**, liver) genes showing footprint rhythmicity in the organs. Note that the translational upregulation of transcripts observed at the day-to-night transition in liver was absent in kidney. **e**, **f** *Heatmaps* of RNA (*left panels*) and RPF (*right panels*) rhythms for the 92 and 142 genes translationally regulated in kidney (**e**) and in liver (**f**), respectively. Genes are sorted by footprint phase and expression levels are standardized by row (gene). These sets of genes showed rhythmicity in footprint abundance but no oscillation in mRNA. **g**, **h** Daily profiles of RPF-seq RPKM (*blue*) and RNA-seq RPKM (*orange*) for representative examples of translationally generated rhythms specific for liver (**g**) and kidney (**h**). For each gene, the *upper panel* shows the kidney data and the *lower panel* the liver data. *Hoxd3* was not expressed in liver. **i** Translation efficiency (TE) around-the-clock for ribosomal protein (RP) genes expressed in liver (*green*, *n* = 86) and in kidney (*yellow*, *n* = 89). For each timepoint (ZT) *boxplots* represent the interquartile range and *whiskers* extend to the minimum and maximum TE within 1.5 times the interquantile range. *Lines* connect the median of each *boxplot* to ease visualization. Note the global TE upregulation at ZT10 in liver, whereas TEs in kidney remain high over the day

Interestingly, not only the identity of rhythmically translated genes, but also the time-of-day at which the majority of rhythmic translation events occurred, was highly tissue-specific. The phase histograms thus showed striking differences in the peak time distributions between the organs (Fig. 4c, d; difference in distributions: *p* = 1.66e-04; W = 17.403, df = 2; Watson–Wheeler test for homogeneity of angles). 

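Of the 126 kidney genes with an RPF rhythm, no RNA rhythm and a TE rhythm, 18 (14.3%, 95% Wilson interval 9.2 to 21.5%) had their fitted RPF maximum from ZT10 to ZT16, a window that holds 25% of the day (exact binomial test, p = 0.0052). Genes are not independent replicates. Of the 2-h bins, ZT10 to ZT12 held 3 genes, ZT12 to ZT14 held 5 and ZT14 to ZT16 held 10. The share rose to 33.3% when the maximum was read from a 24-h plus 12-h curve (exact binomial test, p = 0.039). With the same curve as in the main run it was 18.4% at an FDR of 0.01 (exact binomial test, p = 0.33) and 22.0% with a pseudocount of 1 (p = 0.56). An RPKM minimum of 2 kept it at 14.9% (exact binomial test, p = 0.012). As 3 of the 4 alternatives changed the result, the depletion was not stable. In the paper, the enrichment of maxima at this transition that dominates in liver is described as virtually absent from kidney. That is a lack of enrichment rather than a depletion, and the liver values are not in the files analysed here.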

Of note, the enrichment for translational maxima at the light–dark transition (*Zeitgeber* time, ZT10-16; ZT00 corresponds to lights-on and ZT12 to lights-off) that dominated the distribution in liver (Fig. 4d, f) was virtually absent from kidney (Fig. 4c, e). 

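The fullest 2-h bin of the 126 kidney genes was ZT16 to ZT18 with 24 genes (19.0%), followed by ZT18 to ZT20 with 17, and a lower group from ZT02 to ZT08 held 14, 15 and 13 genes per bin. Within 3 h of ZT16 lay 47 genes (37.3%, exact binomial test against 25%, p = 0.0026) and within 3 h of ZT04 40 genes (31.7%, exact binomial test, p = 0.099). At an FDR of 0.01 in place of 0.05, 18.4% of the genes peaked from ZT10 to ZT16 instead of 14.3%.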

Instead, kidney showed enrichment for transcripts with maximal translation occurring around ZT4 and ZT16. Visual inspection of individual examples confirmed the organ specificity of RPF rhythms. The cases of robust translational oscillations that we [10] and others [11, 12] had previously identified in liver were thus absent or severely blunted in kidney. This included mRNAs encoding ribosomal proteins (RPs), which make up the bulk of genes showing a translational surge at the light–dark transition (e.g. *Rps25*, *Rpl23a*), as well as transcripts encoding the transcription factors *Deaf1* (deformed epidermal autoregulatory factor 1) and *Mxi1* (MAX interactor 1), and mRNAs containing iron-responsive elements in their 5′ UTRs (e.g. Ferritin light chain 1, *Ftl1*) (Fig. 4g), all of which we had previously reported as translationally rhythmic in liver [10]. 

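In the kidney files, *Rps25* (chromosome 9 from 44407139 to 44410427 of GRCm38) had a fitted RPF rhythm of 1.38-fold (limma FDR 0.0012) at 544.78 ± 84.72 RPKM (SD, 24 samples), under the 1.5-fold cutoff, and *Rpl23a* (chromosome 11 from 78180932 to 78183584) one of 1.23-fold (limma FDR 0.062) at 401.09 ± 56.88 RPKM. The TE of *Rps25* varied 1.26-fold (limma FDR 0.073) and that of *Rpl23a* 1.01-fold (limma FDR 0.99). Ribosomal protein genes have processed pseudogenes of near-identical sequence, so their values are less certain. *Deaf1* (chromosome 7 from 141297180 to 141327690) and *Mxi1* (chromosome 19 from 53310518 to 53375810) had RPF rhythms of 1.13-fold (limma FDR 0.61) and 1.30-fold (limma FDR 0.13). *Ftl1* (chromosome 7 from 45457944 to 45459884) came closest to the cutoff, with 1.49-fold (limma FDR 0.02) in RPF-seq, a flat RNA profile of 1.01-fold (limma FDR 1) and a TE fold of 1.50 (limma FDR 0.037). None of the 5 genes was rhythmic in RPF-seq by the rule used for all genes. *Ftl1* crossed it without replicate 2, at 1.61-fold. From flat or blunted kidney profiles beside rhythmic liver ones, the paper concludes that these translational oscillations are specific to liver.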

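In kidney, *Tma7* (chromosome 9 from 109074568 to 109082587 of GRCm38) had an RPF rhythm of 1.57-fold (limma FDR 7.5e-04) with its peak at ZT3.9, and a TE rhythm of 2.01-fold (limma FDR 0.0036). *Actg1* (chromosome 11 from 120345690 to 120348542) had 1.54-fold (limma FDR 5.0e-06) peaking at ZT18.1 at the highest footprint level of these genes, 1437.59 ± 257.02 RPKM (SD, 24 samples), and a TE rhythm of 1.74-fold (limma FDR 3.9e-06). *Hoxd3* (chromosome 2 from 74711927 to 74748442) had 1.88-fold (limma FDR 0.003) peaking at ZT19.5 at 1.54 ± 0.49 RPKM, and *Ddb2* (chromosome 2 from 91211572 to 91236982) 1.67-fold (limma FDR 0.0035) peaking at ZT10.9 at 2.53 ± 0.73 RPKM. Their RNA folds ran from 1.08 for *Hoxd3* to 1.28 for *Tma7*. The TE of *Ddb2* did not reach the FDR cutoff (limma FDR 0.19), and the other genes passed the translation only rule. None of the RPF rhythms of these genes passed the rule under every alternative. A pseudocount of 1 lowered the folds of *Ddb2* and *Hoxd3*, which have low values, to 1.47 and 1.48, *Actg1* had 1.496-fold without replicate 2, and *Tma7* had a limma FDR of 0.10 without replicate 1. Over all 126 genes the upper quartile of the RPF fold was 1.83, and the paper describes the kidney profiles as lower in amplitude than those of liver.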

Rhythmic translation exclusive to kidney was not significantly enriched for particular pathways (data not shown) and the temporal profiles were overall of lower amplitude than those seen for liver; *Tma7* (translational machinery associated 7 homolog), *Ddb2* (damage-specific DNA binding protein 2), *Actg1* (actin, gamma, cytoplasmic 1) and *Hoxd3* (homeobox D3; not expressed in liver) were among the most distinct examples (Fig. 4h).

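In kidney, TE was rhythmic in 461 of 11863 genes (3.89%), fewer than the 10.2% rhythmic in RNA-seq and the 7.58% rhythmic in RPF-seq by the same rule. Without the fold cutoff, 2166 genes had a 24-h component in TE at an FDR under 0.05 (limma), against 5761 in RNA-seq and 3663 in RPF-seq. The small number of rhythmic TE genes thus depends largely on that cutoff. The median fold of the rhythmic TE genes was 1.65. The 126 translation only genes were 1.06% of those tested. The simulation drew the noise of the 2 assays independently, so its TE carried the noise of both in full. Fewer of its 2-fold rhythms were recovered in TE (84%) than in RNA-seq (96%). In the data the 2 assays of a pool shared part of their deviations, as given below, so the simulated share for TE need not hold there. With 1 replicate the number of rhythmic TE genes dropped to 49 without replicate 1 and 76 without replicate 2, while an AIC choice in place of the FDR gave 727. A replicate block gave 472. The replicate differences of RNA-seq and RPF-seq at the same timepoint, which come from the same pools, correlated at a mean of 0.238, against -0.005 between different timepoints. From the small share and its limited overlap with liver, the paper concludes that temporal changes in TE are tissue-specific and rare in kidney.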

In summary, we concluded that temporal changes in TE were strikingly tissue-specific and overall relatively rare in kidney. Specifically for transcripts encoding RPs and other components of the translation machinery, which are the most prominent group of TE rhythmic genes in liver, it has been suggested that feeding-dependent mTOR-signalling underlies the translational upsurge at the light–dark transition via a mechanism involving the 5′-terminal oligopyrimidine (5′-TOP) motifs that these transcripts carry [11, 12]. 

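For 81 ribosomal protein genes in the kidney files, the median log2 TE per sample averaged -0.84 ± 0.23 (SD, 24 samples) and ran from -1.28 to -0.52, against a median of -0.07 over all genes. The median RP gene ranked at the 20.6 percentile of TE among kidney genes. The fitted daily curve of the RP median had a 1.23-fold peak-to-trough with its maximum at ZT17.0 (permutation test over samples, p = 0.067). Of the 81 genes, 7 were rhythmic in RPF-seq and 6 in TE. The mean in place of the median over genes gave 1.23-fold with a smaller p (permutation test, p = 0.031), and the largest fold, 1.31, came without replicate 2 (permutation test, p = 0.20). A replicate block left the fold at 1.23 (permutation test, p = 0.069). The paper's statement that kidney RP translation was relatively high throughout the day rests on the comparison with liver TE, which is not in the files analysed here.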

Interestingly, the TE comparison between both tissues revealed that kidney RP translation occurred at a relatively high level throughout the day (Fig. 4i). The lack in rhythmicity for RP genes in this organ may thus result from an absence of translational repression during the light phase rather than a lack in activation in the dark phase. It may indicate that the kidney is less sensitive to systemic cues engendered by feeding and fasting (see ‘Discussion’).

### Different degrees of tissue specificity in core clock gene expression at the level of RNA abundance and protein biosynthesis

Clocks exhibit functional differences across cell types and organs, for example at the level of rhythmicity parameters (e.g. free-running period and phase [5]), of clock output gene repertoires [3], of oscillator strength and robustness [23, 24] or with regard to clock gene loss-of-function phenotypes [25]. Conceivably, the precise timing and level at which the various clock proteins are produced may modulate properties of the clock circuitry and underlie some of the abovementioned functional variations. In order to investigate these possibilities, we compared the expression of core clock components in both organs.

We first investigated transcript and footprint RPKMs as averages over timepoints to assess the cumulative daily production of clock RNAs and proteins. 

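Mean kidney RPKM over the 24 samples of each assay are given with the SD, which for the rhythmic genes comes mostly from their daily rhythm. *Clock* (chromosome 5 from 76209868 to 76304792 of GRCm38) had 23.50 ± 4.59 RPKM in RNA-seq and 7.23 ± 1.65 in RPF-seq, *Arntl* (chromosome 7 from 113207465 to 113314126) 10.61 ± 8.53 and 7.85 ± 6.16, and *Npas2* (chromosome 1 from 39193731 to 39363236) 4.29 ± 3.94 and 1.84 ± 1.73. *Cry1* (chromosome 10 from 85131700 to 85185064) had 8.62 ± 4.99 RPKM in RNA-seq and 7.38 ± 4.75 in RPF-seq, and *Cry2* (chromosome 2 from 92403646 to 92434043) 8.94 ± 2.36 and 9.94 ± 2.81. For *Per1* (chromosome 11 from 69095217 to 69109960) the RPKM were 6.24 ± 3.68 and 5.16 ± 3.17, for *Per2* (chromosome 1 from 91415982 to 91459324) 10.69 ± 7.53 and 6.90 ± 4.53, and for *Per3* (chromosome 4 from 151003652 to 151044665) 7.29 ± 4.46 and 1.54 ± 0.97, in RNA-seq and RPF-seq. TE, as the ratio of the means, was lowest for *Per3* (0.21) and highest for *Nr1d1* (1.23). Of the clock genes given here and in the next passage, *Rora* was not rhythmic at either level, and the largest peak-to-trough fold was that of *Arntl*, 25.0 in RNA-seq and 25.3 in RPF-seq. Leaving out either replicate moved no mean by more than its SD, and of the genes listed here *Arntl* in RPF-seq moved most relative to its level, to 8.28 RPKM without replicate 2.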

Most core clock genes showed a considerable degree of organ specificity in their expression levels that was readily appreciable in the footprint versus transcript abundance representation with both organs overlaid in a single graph (Fig. 5a). Two tissue differences caught our particular attention. First, the balance between the transcriptional activators *Rora/Rorc* and repressors *Nr1d1/Nr1d2* differed markedly between organs and was skewed towards repression in kidney (i.e. higher *Nr1d1/2* and lower *Rora/c* RPKMs in kidney, Fig. 5a, b). 

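In kidney, *Nr1d1* (chromosome 11 from 98767932 to 98775333 of GRCm38) had 20.39 ± 18.62 RPKM (SD, 24 samples) in RNA-seq and 25.07 ± 20.78 in RPF-seq, and *Nr1d2* (chromosome 14 from 18204054 to 18239127) 49.70 ± 26.77 and 22.70 ± 13.44. *Rora* (chromosome 9 from 68653786 to 69388246) had 29.28 ± 3.55 and 14.95 ± 1.56 RPKM. TE, as the ratio of the means, was 1.23 for *Nr1d1*, 0.46 for *Nr1d2* and 0.51 for *Rora*. Relative to its level, the mean of *Nr1d1* in RNA-seq moved most of these when a replicate was left out, to 18.82 RPKM without replicate 1. The liver values are not in the files analysed here, so these means alone do not bear on the paper's comparison of the organs, from which, in part through higher *Nr1d1* and *Nr1d2* levels in kidney, it concludes that the balance there is skewed towards repression.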

These transcriptional regulators bind to shared sequence elements on DNA and form the ‘interconnecting limb’ within the rhythm-generating clock circuitry. In addition, they also control an output branch of the oscillator [1, 2]. It is hence conceivable that adjusting the relative levels of NR1D1/2 versus RORs tailors clock-controlled gene expression in a tissue-specific fashion. Our observation of an active state of this output branch in liver and a more repressed state in kidney is fully consistent with the current knowledge of its target genes and knockout phenotypes, which point to a prominent role in the regulation of hepatic pathways such as lipid, cholesterol and bile acid metabolism [26].

**Fig. 5:**
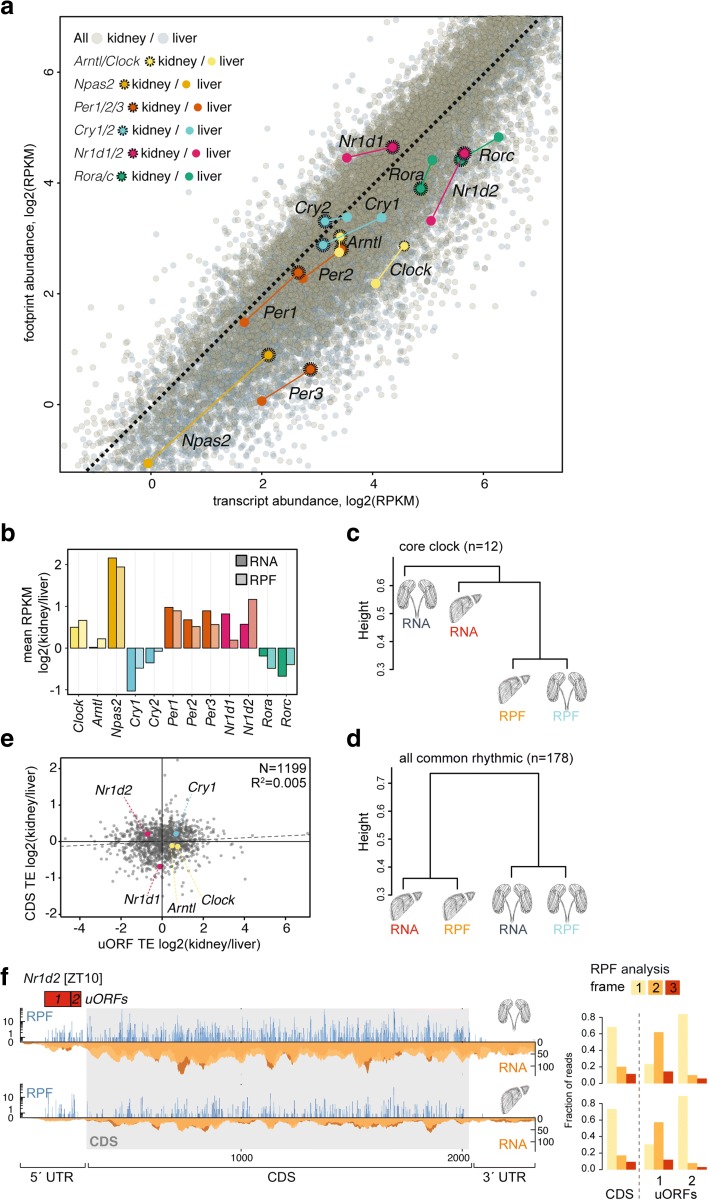
Tissue specificity in core clock gene expression at the level of RNA abundance and translation. **a** *Scatterplot* of transcript abundance (RNA-seq) vs. footprint abundance (RPF-seq) for liver (*grey*) and kidney (*sepia*) (*n* = 10,289), where core clock components are highlighted (kidney, *dots with dashed circles*). *Coloured dashed lines* join the relative locations of each core clock gene between organs. **b** *Bar graph* of the average RPKM ratio between kidney and liver for the main circadian core clock genes, at the level of mRNA abundance (*dark shades*) and ribosome footprints (*light shades*) suggested that translational compensation led to higher similarity at the level of protein biosynthesis (RPF) for several core clock genes. **c** Hierarchical clustering of the organs’ RNA and RPF profiles based on the similarities of the core clock genes expression patterns (*n* = 12, genes shown in B). The height of the branches represents weighted average distances over the considered genes (see ‘Methods’). Note that RPF rhythms in two organs were more similar than RNA and RPF rhythms within an organ. **d** Hierarchical clustering as in (**c**) based on the genes detected as rhythmic throughout (*n* = 178, see Fig. 3c). When compared to the clustering based on core clock gene expression patterns in (**c**), this rhythmic gene set showed an organ-based clustering. **e** *Scatterplot* of kidney/liver ratios of uORF vs. CDS translation efficiencies for genes containing AUG-initiated translated uORFs in both organs (*n* = 1199). uORF-containing core clock genes are highlighted. As also shown in Additional file 1: Figure S8E, differential uORF usage could not globally explain differences in CDS TE across organs (note the lack of negative correlation between the two variables, R^2^ = 0.005, *p* = 0.008). As an exception, the lower uORF TE of *Nr1d2* might have a role in setting relatively higher CDS TE in kidney. **f** RPF (*blue*) and RNA (*orange*) reads mapping along the *Nr1d2* transcript in kidney (*top*) and liver (*bottom*) for the timepoint of maximal CDS translation (ZT10). 5′ UTR and CDS are shown in full, but for better visualization only a portion of the 3′ UTR (the same length as the 5′ UTR) is shown. *Red boxes* indicate the predicted AUG-initiated translated uORFs. *Right panels* show that, similar to the CDS, the uORFs showed clear frame preference, indicative of active translation

A second tissue difference concerned the main constituents of the negative limb, the Period (*Per*) and Cryptochrome (*Cry*) genes. Heterotypic PER:CRY protein complexes inhibit ARNTL:CLOCK-driven transcriptional activity and thus lie at the core of the oscillator’s principal negative feedback loop. We observed a shift to more PER (and slightly less CRY) biosynthesis in kidney (Fig. 5b). PERs (and in particular PER2) are considered stoichiometrically rate-limiting components of the PER:CRY complex and increased PER2 dosage engenders long periods [27, 28]. Interestingly, tissue explant experiments have shown that kidney clocks free-run with almost 1.5-h longer periods than liver clocks [5], as would be predicted from the increased PER biosynthesis that our analyses revealed. As a more general concept, we deem it conceivable that the modulation of biosynthesis levels for individual clock proteins may be a more general mechanism to engender distinct differences in clock parameters across cell types.

We noted that for the majority of clock genes (*Npas2*, *Cry1*, *Cry2*, *Per1*, *Per2*, *Per3*, *Nr1d1*, *Rorc*) the tissue differences were less pronounced at the RPF than at the RNA level (Fig. 5b), indicating that translation efficiencies partially counteracted RNA expression differences. Only in four cases (*Clock*, *Arntl*, *Nr1d2*, *Rora*) TEs exacerbated transcript abundance differences and led to higher tissue differences at the RPF level. Interestingly, this observation could also be made in the time-resolved data. As a measure of similarity between expression profiles that takes into account profile shape and expression level, we used the Euclidean distances calculated between the four rhythmic traces of each individual gene (i.e. RNA and RPF in kidney and liver; Additional file 1: Figure S13). Hierarchical clustering of the similarities for the ensemble of the 12 main core clock genes showed that RPF profiles from the two organs grouped together (Fig. 5c). The temporal profiles of clock protein biosynthesis between organs were thus more similar than RNA and RPF expression profiles within organs. By contrast, the 178 common rhythmic genes identified in Fig. 3c—serving as a control set for this analysis—revealed within-organ clustering (Fig. 5d). These findings underscored that translational compensation was occurring within the core clock, where it led to more similar expression profiles in clock protein biosynthesis than would have been predicted from the rhythmic RNA abundance. This phenomenon was, however, not a general feature of all rhythmic gene expression.

The transcriptome-wide analyses described further above had shown only weak signs of association between cross-organ differences in TE and in uORF usage (Additional file 1: Figure S8C–E). However, we knew from our previous work in liver that at least five core clock transcripts (*Nr1d1*, *Nr1d2*, *Cry1*, *Clock*, *Arntl*) contained translated, potentially regulatory, AUG-initiated uORFs [10]. We therefore examined whether for any of these concrete cases there was evidence for a connection between uORF translation and cross-organ TE differences. The read distribution along the transcripts (Additional file 1: Figure S14A) and the marked frame preference of RPF reads (Additional file 1: Figure S14B) confirmed that the footprints mapping to our annotated uORFs likely reflected active translation. However, only in one case, *Nr1d2*, there was a distinct anticorrelation between uORF usage and TE differences on the CDS (Fig. 5e). *Nr1d2* contains two translated uORFs in the 5′ UTR (Fig. 5f), whose decreased usage in kidney was accompanied with higher TE on the CDS in this organ (Fig. 5e). For *Nr1d2*, differential uORF usage could thus represent a plausible mechanism that contributes to regulating organ-specific gene expression output at the translational level, keeping NR1D2 biosynthesis low in liver and high in kidney.

## Discussion

Given that the functionally relevant output of most gene expression is the protein, quantitative and genome-wide analyses of protein biosynthesis are of high interest to complement the wealth of transcriptomics data that are already available. Of note, only the fairly recent development of the ribosome profiling technique [29] has made it possible to analyse translational events in a quantitative, high-throughput fashion. Our study of two paradigms of differential gene expression, i.e. its tissue-dependence and its time of day-dependence, is among the first of its kind and, together with the associated datasets and resources, will likely be of wide interest and utility to researchers working in the chronobiology and gene expression fields.

We have addressed several, rather fundamental questions that go beyond the chronobiological focus of the study: How does the dynamic range of translation efficiency compare to that of transcript abundances across two distinct organs of an animal? Is translation efficiency a default transcript property and comparable across two tissues or do TEs become reinterpreted depending on cell type or organ? Does cross-tissue variability of TEs come with any direction, i.e. is there a global tendency to either reinforce or to counteract transcriptomal differences?

To our knowledge, only one previous study has reported on ribosome profiling datasets from two complementary mammalian tissues: rat liver and heart [19]. This study also included animals with different genetic backgrounds as covariates in the experimental design and its main focus was on strain differences in translation rather than on tissue differences. Our analyses based on more than 10,000 genes commonly expressed in liver and kidney show that cross-organ TE differences are widespread, but of limited magnitude. Across genes in a tissue and for individual genes between tissues, the dynamic range of translation efficiencies is thus about 30–50-fold narrower than that of transcript abundances. These findings are coherent with the view that major differences in gene expression are set up at the level of transcription (possibly with some influence coming from RNA stability as well), whereas differences in translation rate have more of a modulatory role. It is intriguing that this modulation is overall characterised by directionality, with TE differences between tissues globally counteracting some of the mRNA abundance differences. Such translational compensation has previously been observed for divergent transcript expression levels across yeast species [30] and across different rat strains [19]; our study now extends this observation to gene expression across organs. Moreover, the idea of translational compensation is conceptually similar to findings that proteomes are evolutionarily more highly conserved than transcriptomes [31, 32]. As an underlying common principle, these cases may indicate that selective pressure on precise gene expression levels likely acts on protein abundances, whereas a certain degree of variability (even noise) in RNA levels may be tolerated without further consequences. It will be exciting to study the underpinnings of translational compensation further, across tissues and across species.

Maybe not unexpectedly, there was no dominant, distinct sequence feature that could serve as a predictor for cross-organ TE differences. Rather, we found several associations with a number of transcript characteristics. Conceivably, these contribute collectively to modulating TEs in concert with the specific cellular and tissue environment and possible cell-type differences in the translation machinery including its regulators and trans-acting factors. While our ribosome profiling studies have allowed us to record the outcome of such regulation at high resolution, understanding its causes represents an exciting challenge for the future. For now, we can only infer that an overarching theme of the identified associations is a connection to 5′ UTRs, which is in also in line with the notion that initiation is rate-limiting for most translation events. We thus observed associations of cross-organ TE differences with 5′ UTR length, with uORF usage, with GC content and folding potential, as well as with transcript isoform diversity that affected the 5′ UTR. We would like to point out that comprehensive uORF annotations remain a bioinformatics challenge that is far from resolved. We have therefore restricted our analyses to AUG-initiated ORFs, inevitably leading to a bias towards false-negatives in uORF annotation. As we will learn how to annotate uORFs more comprehensively and more precisely in the future, it may be worth revisiting the relationship between differential TE and uORF translation in our datasets in order to evaluate whether a clearer role for these regulatory sequence elements will emerge.

Our study has led to novel insights into rhythmic gene expression. The extent to which rhythmicity is generated by the temporal regulation of translation has been the subject of speculation ever since the first report of rhythmic proteins encoded by non-rhythmic mRNAs [7]. Our kidney datasets complement recent time-resolved ribosome profiling data from liver [10, 11] and from a cell line [33]. As compared to liver, the number of transcripts subject to translational rhythms in kidney is slightly lower, but overall in a similar order of magnitude with around 1% of the transcriptome affected. It came as a surprise that translational rhythms were essentially tissue-specific in terms of the affected genes and the phase distributions. A possible explanation could be that these rhythms are driven by rhythmic systemic cues to which tissues do not respond equally. The effects of feeding and mTOR signalling, for example, may be more pronounced in liver due to the dedicated role that this organ plays in energy homeostasis and fasting responses, thus explaining the differences in translational oscillations for RP genes. Beyond the role that translation has in generating rhythms, our analyses have pointed to an additional, rhythmicity-modulating role that appears to affect gene expression quite broadly, i.e. the timing of the phase of protein biosynthesis oscillations relative to that of mRNA abundance rhythms. Consistent with work by the Green lab that showed interactions between polyadenylation status of mRNAs and rhythmic protein expression in the liver [21], it is tempting to speculate that related mechanisms are operative across organs, with tissue-specific deadenylation kinetics tuning the timing of rhythmic protein biosynthesis. Finally, our study is a first attempt to resolve tissue differences in core clock gene expression as a factor contributing to functional differences of the oscillator. It is interesting that the core clock mechanism has a long-standing history of being referred to as a ‘transcription-translation feedback loop’ [34], although the actual feedback occurs at the transcriptional level and possible mechanistic functions of translational regulation have not been much investigated. Our cross-organ comparison of core clock protein biosynthesis suggests that translational control—including through the activity of uORFs [10, 33]—is of regulatory interest and represents a way by which the identical set of core clock genes could form circuitries with different stoichiometry of its main components. As a result, both clock parameters and output gene repertoires may be organ-specifically tuned.

## Conclusions

How translational differences contribute to overall gene expression diversity is still poorly understood. Our study uncovered translational changes that occur across two paradigms of regulated gene expression, i.e. around-the-clock and between tissues. Daily gene expression rhythms generated at the translational level were strongly organ-specific with regard to the identities and phase distributions of affected genes. Moreover, our data indicate that translation efficiency differences between organs can adjust the timing of protein production from rhythmic mRNAs and the levels of core clock protein production, in agreement with the tissue specificities observed in clock output gene sets and clock parameters. Together, these results are consistent with an important role of post-transcriptional mechanisms in mammalian circadian gene expression regulation. Beyond the temporal dimension, we have explored constitutive protein biosynthesis across organs. Our quantitative analyses underscore that gene expression divergence is largely programmed at the transcript abundance level. Interestingly, the widespread differences in translational efficiency that we detected between organs even serve to achieve higher concordance in protein production between tissues. Conceivably, such translational compensation reflects a selective pressure to maintain precise protein levels rather than mRNA levels. The high-resolution genome-wide translatome datasets generated in this study will allow further explorations into the mechanisms of post-transcriptional control and differential gene expression in vivo.

## Methods

### Animals

Twelve-week-old male mice (C57BL/6 J; Janvier Labs) were entrained for two weeks to light:dark 12:12 cycles with ad libitum access to food and water and were anesthetized (isoflurane) and sacrificed every 2 h (ZT0–ZT22, with ZT0 corresponding to ‘lights-on’) for two daily cycles. Livers and kidneys were removed and processed either directly or flash-frozen in liquid N_2_.

### Ribosome profiling

Generation of liver RPF-seq and RNA-seq libraries using the ARTseq ribosome profiling kit (Epicentre) was described recently [10, 16]. Kidney libraries were prepared in the same manner, with a single modification to the order of steps in RPF library preparation. After RNase treatment and recovery of ribosome-protected fragments, 5 μg of material was first ribosomal RNA (rRNA)-depleted (Ribo-Zero magnetic kit, Epicentre) and then purified by 15% PAGE. In the formerly prepared liver libraries, Ribo-Zero treatment and PAGE purification had been inverted because at the time we had found that changing the order had a beneficial effect on obtaining highly concentrated libraries. For the kidney samples, however, we noted that this modified order led to higher contamination with reverse-strand rRNA probes bleeding from the Ribo-Zero kit and we thus reverted to ARTseq’s original order. All other steps and materials were identical between liver and kidney samples and followed the ARTseq ribosome profiling kit instructions. RPF and RNA libraries were sequenced on an Illumina HiSeq 2500.

### Sequencing data processing, alignment and quantification

Processing, quality assessment, alignment and quantification of sequencing data were performed as described previously [10, 16]. Briefly, after adapter trimming using Cutadapt [35], the length distribution of trimmed reads was used to assess the quality of nuclease digestion and size-selection, which is particularly important for RPF libraries (Additional file 1: Figure S1B). Trimmed reads were filtered by size (26–35 nt for RPF; 21–60 nt for RNA) using an in-house Python script and sequentially mapped to mouse rRNA, human rRNA, mitochondrial tRNA, mouse tRNA, mouse cDNA (Ensemble mouse database release 75) using Bowtie v2.2.1 [36] and mouse genome (GRCm38.p2) using Tophat v2.0.11 [37]. Trimmed and filtered sequences were also directly mapped against the mouse genome (Tophat v2.0.11) in order to estimate expressed transcript models in each organ (using Cufflinks v2.2.1 [38]). Transcriptome-mapping reads in the sequential alignment were counted towards their location into the 5′ UTR, CDS or 3′ UTR of the transcript, based on feature annotation (Ensemble mouse release 75). Mappable and countable feature lengths were not calculated for this study (see ‘faux reads analysis’ in the ‘Quantification of mRNA and ribosome footprint abundance’ section of Supplemental Experimental Procedures of previous study [10]) as its contribution was negligible for further analyses. Therefore, RPKM calculations in this study were not corrected with such factor. Read counts in RNA-seq and RPF-seq datasets were normalised with upper quantile method of edgeR [39] and RPKM values were calculated as the number of reads per 1000 bases per geometric mean of normalised read counts per million. Relative translation efficiencies (TE) were calculated as the ratio of RPF-RPKM to RNA-RPKM per gene per sample. Reading frame and nucleotide periodicity analyses were performed as in [10]. PCA relied on a combined matrix of CDS counts for RPF and RNA from both liver and kidney and following the same approach as before [10]. Ribo-seq Unit Step Transformation (RUST) analysis was used to assess whether the sequencing libraries were globally of similar quality in terms of their local footprint densities [17]. RUST is a simple normalisation method that reduces the heterogeneous noise in the data and allows identification of mRNA sequence features that affect footprint densities globally. We used the version 1.2 of the published rust_codon.py standalone python script with minor modifications to reflect the experimental settings as closely as possible (i.e. A-site offsetting). RUST codon profile and corresponding Kullback–Leibler (K–L) divergence for each library (RPF and RNA) was generated against a database of 8012 single protein isoform transcript sequences using all mapped reads with a length of 28–32 nt. The K-L divergences from all samples for each combination of tissue (kidney or liver) and read type (RPF or RNA) were used to generate K-L profiles at the 0, 10, 25, 50, 75, 90 and 100th quantiles.

### Correlation analyses and assessment of translational compensation across organs

Correlation of RNA-seq and RPF-seq across organs: kidney versus liver correlations at the levels of RNA-seq and RPF-seq (i.e. Fig. 2b; Additional file 1: Figure S6C–E, H–L) were calculated in a pairwise fashion for each of the 24 samples (12 timepoints, two replicates/timepoint), as livers and kidneys of each replicate originated from the same animals. Significance of the difference in the Spearman coefficients between both distributions was assessed by paired t-test on Fisher z-transformed coefficients. Heart versus liver correlation at the levels of RNA and RPF-seq (Additional file 1: Figure S7A) was calculated from the study [19], using the BN-Lx reference rat strain data. Since the five heart and liver replicates in this study did not come from the same animals, we calculated all possible pairwise correlation coefficients between heart and liver (i.e. 25) and compared all possible combinations of five coefficients between RNA-seq and RPF-seq (paired t-test on Fisher z-transformed coefficients).

Measurement error: measurement errors (Additional file 1: Figure S6A, B, F, G) were calculated similarly to [18] using the meas.est() function from smatr R package [40]. Genes were first binned according to average expression level (calculated as the fourth root of the product of liver RNA-seq, liver RPF-seq, kidney RNA-seq and kidney RPF-seq) into ten groups, each containing 10% of all genes. Within each bin, the measurement error was calculated separately for RNA-seq and RPF-seq and for liver and kidney, using the two replicates (log of normalised CDS counts) to estimate the error and the 12 timepoint samples to estimate its variability. For the analyses using a filtered gene set (Additional file 1: Figure S6F-G), genes that showed a mean expression ratio (either between organs or between RNA-seq and RPF-seq) greater than 2 for all timepoints were excluded (9236 genes used in analysis).

### Analyses of differential translation efficiency

To test for differential translation efficiency (TE) between liver and kidney we used the Wilcoxon-signed rank paired test, using all 24 samples (12 timepoints; two replicates/timepoint) as replicates; resulting *p* values were FDR-corrected. A gene was defined as having differential TE when FDR < 0.01 and the inter-organ difference in TE was at least 1.5-fold (Fig. 2e).

Analysis of transcript usage diversity across organs: for each gene g, P(g) = (p 1,…,p n) is the vector of the relative expression proportions of its n protein-coding transcripts, as estimated from our RNA-seq analysis (see ‘Sequencing data processing, alignment and quantification’). To quantify the dissimilarity in relative transcript isoform expression between liver L and kidney K, the Hellinger distance H is defined as:

1 $$ H\left({P}_L(g),{P}_K(g)\right)=1/\sqrt{2}\sqrt{{\displaystyle \sum_{i=1}^n}{\left(\sqrt{p_L^i}-\sqrt{p_K^i}\right)}^2} $$

In order to detect the transcript features that were associated with tissue specificity in TE, we selected genes whose transcript diversity between both organs originated from or was excluded from 5′ UTR, CDS, or 3′ UTR, based on feature annotation information for the detected protein-coding transcripts (Fig. 2g and Additional file 1: Figure S9).

Study of transcript characteristics: for single-isoform genes, we investigated whether a particular transcript characteristic (length, GC content, Kozak context, structure) could be predictive of differential TE. Length and GC content were determined directly on the whole transcript and/or on the region of interest (5′ UTR, CDS, 3′ UTR). Kozak context was scored according to the consensus sequence GccA/Gcc**AUG**G, where upper-case letters denote highly conserved bases (scored +3), lower-case letters indicate the most common nucleotides (scored +1) and bold is the start codon (not scored), giving a maximum score of 13. Minimum free energy secondary structures on the 5′ UTR were predicted with RNAfold from ViennaRNA package with default parameters [41].

### Detection and translation efficiency calculation for uORFs

To assess the impact of differential uORF usage on TE differences across organs, uORFs were identified as in our previous study [10]. Briefly, genes expressing a single protein-coding isoform in both organs were used for this analysis (*n* = 5815). We selected uORFs with an AUG start codon and a length of at least 18 nt to the first in-frame stop codon and considered them as translated if the reads showed significant frame bias towards the reading frame of the uORF start codon and if coverage was > 10%. uORF translation efficiency was calculated from the ratio of RPF-seq to RNA-seq reads whose predicted A-sites mapped to the annotated uORF regions. If several uORFs partially of completely overlapped on a given 5′ UTR, a composite uORF was considered for read counting. uORFs overlapping with the CDS in the same frame were not considered. When they overlapped in different frames, only reads mapping to the 5′ UTR-specific uORF sequence (but not the overlapping sequence) was considered for quantifications.

### Rhythmicity analyses

Rhythmicity detection and rhythmic parameter estimations in each dataset (RNA-seq and RPF-seq, liver and kidney) were done based on Akaike information criterion (AIC) model selection as in our previous study [10]. The Babel computational framework [22] was used to detect rhythmically translated genes from constantly expressed mRNAs within each organ. For cross-correlation of time series to compare the daily profiles of rhythmic genes beyond their peak differences, we used the ccf function in R. As we computed the correlations of the RPF-seq with respect to the RNA-seq profiles, negative lag values correspond to RPF leading RNA.

### Hierarchical clustering of rhythmic genes

To evaluate the similarity of the expression profiles for rhythmic genes, a dissimilarity matrix was computed for each gene of interest, based on the Euclidean distance between the RNA-seq and RPF-seq expression profiles within and across organs. A hierarchical clustering tree was constructed on the weighted average of the dissimilarity matrices of genes under consideration (core clock genes in Fig. 5c or all rhythmic genes in Fig. 5d), using the ‘average’ clustering method. The R functions {packages} dist {stats}, fuse {analogue} and hclust {stats} were used for computing the individual dissimilarity matrices, the weighted mean dissimilarity matrix and the hierarchical clustering, respectively.

## Additional files

Additional file 1: Supplementary Figures. This file contains the Supplementary **Figures S1–S14** and Supplementary Figure legends. (PDF 32661 kb)

Additional file 2: Mapping outcome summary. This file contains information on the deep-sequencing data from kidney (raw read counts, mapping summary etc.) (XLSX 23 kb)

Additional file 3: Differential TE analysis. This file contains details of the GO-term analysis on the differential TE gene set of Fig. 2. (XLSX 228 kb)

Additional file 4: Rhythmicity parameters in kidney datasets. This file contains the outcome of the transcriptome-wide rhythmicity analyses on the kidney datasets (related to Fig. 3a). (XLSX 163 kb)

Additional file 5: Rhythmicity parameters of 178 common rhythmic genes. This file contains the outcome of the rhythmicity analyses in kidney and liver for the 178 commonly rhythmic genes (RNA and RPF in kidney and liver; related to Fig. 3c). (XLSX 35 kb)

Additional file 6: Transcriptome-wide kidney RPF (blue) and RNA (orange) levels in the left panels (with “error bars” connecting the two replicates of each timepoint) and TE in the right panels.

Additional file 7: Expression plots for kidney and liver for the 178 common rhythmic genes of Fig. 3c.

## References

[1] Dibner C, Schibler U, Albrecht U (2010). The mammalian circadian timing system: organization and coordination of central and peripheral clocks. Annu Rev Physiol.

[2] Partch CL, Green CB, Takahashi JS (2014). Molecular architecture of the mammalian circadian clock. Trends Cell Biol.

[3] Zhang R, Lahens NF, Ballance HI, Hughes ME, Hogenesch JB (2014). A circadian gene expression atlas in mammals: Implications for biology and medicine. Proc Natl Acad Sci U S A.

[4] Meireles-Filho AC, Bardet AF, Yanez-Cuna JO, Stampfel G, Stark A (2014). cis-regulatory requirements for tissue-specific programs of the circadian clock. Curr Biol.

[5] Yoo SH, Yamazaki S, Lowrey PL, Shimomura K, Ko CH, Buhr ED (2004). PERIOD2::LUCIFERASE real-time reporting of circadian dynamics reveals persistent circadian oscillations in mouse peripheral tissues. Proc Natl Acad Sci U S A.

[6] Luck S, Westermark PO (2016). Circadian mRNA expression: insights from modeling and transcriptomics. Cell Mol Life Sci.

[7] Reddy AB, Karp NA, Maywood ES, Sage EA, Deery M, O’Neill JS (2006). Circadian orchestration of the hepatic proteome. Curr Biol.

[8] Mauvoisin D, Wang J, Jouffe C, Martin E, Atger F, Waridel P (2014). Circadian clock-dependent and -independent rhythmic proteomes implement distinct diurnal functions in mouse liver. Proc Natl Acad Sci U S A.

[9] Robles MS, Cox J, Mann M (2014). In-vivo quantitative proteomics reveals a key contribution of post-transcriptional mechanisms to the circadian regulation of liver metabolism. PLoS Genet.

[10] Janich P, Arpat AB, Castelo-Szekely V, Lopes M, Gatfield D (2015). Ribosome profiling reveals the rhythmic liver translatome and circadian clock regulation by upstream open reading frames. Genome Res.

[11] Atger F, Gobet C, Marquis J, Martin E, Wang J, Weger B (2015). Circadian and feeding rhythms differentially affect rhythmic mRNA transcription and translation in mouse liver. Proc Natl Acad Sci U S A.

[12] Jouffe C, Cretenet G, Symul L, Martin E, Atger F, Naef F (2013). The circadian clock coordinates ribosome biogenesis. PLoS Biol.

[13] Bonny O, Vinciguerra M, Gumz ML, Mazzoccoli G (2013). Molecular bases of circadian rhythmicity in renal physiology and pathology. Nephrol Dial Transplant.

[14] Ingolia NT (2014). Ribosome profiling: new views of translation, from single codons to genome scale. Nat Rev Genet.

[15] Brawand D, Soumillon M, Necsulea A, Julien P, Csardi G, Harrigan P (2011). The evolution of gene expression levels in mammalian organs. Nature.

[16] Janich P, Arpat AB, Castelo-Szekely V, Gatfield D (2016). Analyzing the temporal regulation of translation efficiency in mouse liver. Genom Data.

[17] O’Connor PB, Andreev DE, Baranov PV (2016). Comparative survey of the relative impact of mRNA features on local ribosome profiling read density. Nat Commun.

[18] Albert FW, Muzzey D, Weissman JS, Kruglyak L (2014). Genetic influences on translation in yeast. PLoS Genet.

[19] Schafer S, Adami E, Heinig M, Rodrigues KE, Kreuchwig F, Silhavy J (2015). Translational regulation shapes the molecular landscape of complex disease phenotypes. Nat Commun.

[20] Gonzalez-Porta M, Calvo M, Sammeth M, Guigo R (2012). Estimation of alternative splicing variability in human populations. Genome Res.

[21] Kojima S, Sher-Chen EL, Green CB (2012). Circadian control of mRNA polyadenylation dynamics regulates rhythmic protein expression. Genes Dev.

[22] Olshen AB, Hsieh AC, Stumpf CR, Olshen RA, Ruggero D, Taylor BS (2013). Assessing gene-level translational control from ribosome profiling. Bioinformatics.

[23] Lee Y, Chen R, Lee HM, Lee C (2011). Stoichiometric relationship among clock proteins determines robustness of circadian rhythms. J Biol Chem.

[24] Yagita K, Horie K, Koinuma S, Nakamura W, Yamanaka I, Urasaki A (2010). Development of the circadian oscillator during differentiation of mouse embryonic stem cells in vitro. Proc Natl Acad Sci U S A.

[25] Landgraf D, Wang LL, Diemer T, Welsh DK (2016). NPAS2 compensates for loss of CLOCK in peripheral circadian oscillators. PLoS Genet.

[26] Fang B, Lazar MA (2015). Dissecting the Rev-erbalpha cistrome and the mechanisms controlling circadian transcription in liver. Cold Spring Harb Symp Quant Biol.

[27] D’Alessandro M, Beesley S, Kim JK, Chen R, Abich E, Cheng W (2015). A tunable artificial circadian clock in clock-defective mice. Nat Commun.

[28] Gu X, Xing L, Shi G, Liu Z, Wang X, Qu Z (2012). The circadian mutation PER2(S662G) is linked to cell cycle progression and tumorigenesis. Cell Death Differ.

[29] Ingolia NT, Ghaemmaghami S, Newman JR, Weissman JS (2009). Genome-wide analysis in vivo of translation with nucleotide resolution using ribosome profiling. Science.

[30] McManus CJ, May GE, Spealman P, Shteyman A (2014). Ribosome profiling reveals post-transcriptional buffering of divergent gene expression in yeast. Genome Res.

[31] Khan Z, Ford MJ, Cusanovich DA, Mitrano A, Pritchard JK, Gilad Y (2013). Primate transcript and protein expression levels evolve under compensatory selection pressures. Science.

[32] Schrimpf SP, Weiss M, Reiter L, Ahrens CH, Jovanovic M, Malmstrom J (2009). Comparative functional analysis of the Caenorhabditis elegans and Drosophila melanogaster proteomes. PLoS Biol.

[33] Jang C, Lahens NF, Hogenesch JB, Sehgal A (2015). Ribosome profiling reveals an important role for translational control in circadian gene expression. Genome Res.

[34] Dunlap JC (1996). Genetics and molecular analysis of circadian rhythms. Annu Rev Genet.

[35] Martin M (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnetjournal.

[36] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat Methods.

[37] Trapnell C, Pachter L, Salzberg SL (2009). TopHat: discovering splice junctions with RNA-Seq. Bioinformatics.

[38] Trapnell C, Williams BA, Pertea G, Mortazavi A, Kwan G, van Baren MJ (2010). Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat Biotechnol.

[39] Robinson MD, Oshlack A (2010). A scaling normalization method for differential expression analysis of RNA-seq data. Genome Biol.

[40] Warton DI, Wright IJ, Falster DS, Westoby M (2006). Bivariate line-fitting methods for allometry. Biol Rev Camb Philos Soc.

[41] Lorenz R, Bernhart SH, Honer Zu Siederdissen C, Tafer H, Flamm C (2011). ViennaRNA Package 2.0.. Algorithms Mol Biol.

[42] Castelo-Szekely V. gatfieldlab/cross-organ_riboprof cross-organ_riboprof_v1. Zenodo 2017.

How the deposited data were processed for this re-analysis (not part of the article)

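The kidneys of mice were collected at 12 timepoints spaced 2 h apart over the day, with 2 replicate pools of 2 mice each per timepoint. Each of the 24 pools gave 1 RPF-seq and 1 RNA-seq library, 48 libraries in all. The liver libraries of the same study are not in the files analysed here, so every comparison between organs was reduced to its kidney part.

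The authors deposited 1 table per library with an RPKM value for each gene, and these RPKM values were the only measurements used. To make them, the authors trimmed adapters with Cutadapt, kept reads of the expected fragment size, mapped them in turn to rRNA, tRNA and mouse cDNA with Bowtie and to the GRCm38 genome with Tophat, and took transcript models from Cufflinks. The authors then assigned reads to coding sequences, normalised the libraries by upper quantiles with edgeR and divided by length and depth. Genes under an RPKM cutoff were left out by the authors before the tables were made, and its value was not found in the text searched. Because the values are not counts, no count model was fitted to them. Upper quantile normalisation makes the upper quartiles of the libraries nearly equal (36.4 to 37.7 RPKM in RPF-seq and 37.8 to 39.3 RPKM in RNA-seq), so a change in the total amount of mRNA or footprints per cell over the day cannot be seen in them.

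The depth of each library was taken from 2 sources. The paper's supplementary table lists the reads mapped to cDNA, with medians of 23488762 in RPF-seq and 25604384 in RNA-seq. The relative depth behind the deposited values was computed from the steps between the values of the 60 lowest genes present in all libraries, and all of these genes lay on whole multiples of a step. It ran from 0.70 to 1.58 in RPF-seq and from 0.60 to 2.04 in RNA-seq relative to the median. Low genes rest on few reads, and their precision was judged from the difference between replicates in each decile of expression. Confidence intervals of shares of genes are 95% Wilson intervals.

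From there, the genes present in both assays were kept (12423), and tests used the 11863 genes with a median RPKM of at least 0.5 in both. Values were transformed to log2(RPKM + 0.1). Rhythms were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a variance trend) as a moderated F test of the 24-h cosine and sine terms over the 24 samples of an assay, with Benjamini-Hochberg adjustment, an FDR under 0.05 and a peak-to-trough fold of the fitted curve of at least 1.5. TE was tested in the same way on the log2 ratio of RPF to RNA within each pool, which is the interaction of assay and time of day. Translation only genes passed the RPF rule, failed the RNA rule and had a TE rhythm at an FDR under 0.05. This stands in for the Babel framework, which needs read counts. Peak phase differences, cross-correlations, replicate correlations, MEs, ranges and principal components were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Differences were tested by reversing signs at random or by permutation with 100000 resamples, and exactly where 12 timepoints were the units. The paper's sets of rhythmic genes and phases were read from its supplementary tables. Gene coordinates come from GENCODE vM21 on GRCm38, an annotation newer than the Ensembl release the authors used.

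The rhythm test, the phase estimate and the cross-correlation were checked on simulated data with known answers. For the rhythm test this check was run just after the first fit to the real values, not before it, and nothing in the test was changed afterwards. At that FDR, without the fold cutoff, the rhythm test recovered 96% of 2-fold rhythms in RNA-seq, 93.5% in RPF-seq and 84% in TE, and simulated shifts of -2 h and 1 h came back as -2.02 h and 1.00 h. The simulation of the rhythm test gave a rhythm to far fewer genes than had one in the data. It also drew the noise of the 2 assays independently.

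The results planned before the files arrived were recomputed under the alternatives set for each of them at that time, between them pseudocounts of 1 and 0.01, an RPKM minimum of 2 or none, an FDR of 0.01, AIC selection, an added 12-h harmonic, quantile normalisation, a replicate block, leaving out each replicate in turn, and choices specific to single results. Not every alternative applies to every result, and the means of single genes were recomputed only with each replicate left out. There were 116 such alternatives, and 5 were added after seeing the data. The 12-h component, the marker gene correlations, the zeros at ZT04 and the shares by expression were not recomputed under them. Other orders of the timepoint labels were drawn 100 times within each replicate series, the real order included.

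The genes named were fixed before the files arrived as every gene the paper names for kidney and the 5 translation only genes with the largest RPF fold whose peaks in the 2 replicates lie within 3 h of each other. Left out were the comparisons with liver or with other species, the reading frame and UTR analyses, which need reads, and the sigmoid fits among the paper's phases, whose equations were not found in the text searched.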

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

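Each result here is a signal outside what the paper discusses. The alternatives, the designs and the lists of adipose and erythroid marker genes were written before the processed files arrived. Short lists for adrenal medulla, brown fat, pancreas, skeletal muscle and liver were written at the same time. Their values were looked at without a test, and the genes of the hepatocyte list below were chosen after that look.

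Genes typical of fat rose and fell together between the kidney samples after the 24-h fit was removed. The 3 of 7 listed adipose genes that were expressed had a mean pairwise correlation of 0.685 in RNA-seq and 0.732 in RPF-seq, against 0.268 and 0.286 for the upper 5% limit of random sets of genes of similar expression. The mean deviation of these genes in RNA-seq followed that in RPF-seq across the 24 pools (Pearson r 0.798, permutation test, p = 1e-05, the smallest that 100000 permutations can give; Spearman rho 0.766). Without the 2 pools farthest from the median it was 0.723, and it was 0.874 within replicate 1 and 0.682 within replicate 2. Of the 4 relations of this kind computed, it had an adjusted p of 2e-05. This is consistent with perirenal fat carried over at dissection in different amounts, a prediction written before the values were seen. Only 3 genes carry it, and no biological explanation was tested, since the samples differ only in time of day and replicate.

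Genes of red blood cells varied together more strongly. The 4 of 5 listed erythroid genes that were expressed had a mean pairwise correlation of 0.942 in RNA-seq (random sets 0.284) and 0.888 in RPF-seq (random sets 0.230). Across the 24 pools their deviations in RNA-seq and RPF-seq correlated (Pearson r 0.945, permutation test, p = 1e-05, the smallest possible; Spearman rho 0.900), with 0.900 after leaving out the 2 farthest pools and 0.944 and 0.948 within the replicates. Different amounts of blood left in the tissue may account for this, again as predicted beforehand, although some of these genes are near-identical copies between which reads can be split and which then vary together in any case. No biological explanation was tested.

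Genes known for high expression in hepatocytes had values in kidney, and 31 of the 58 listed passed the expression filter, a signal the paper does not discuss. The list was written after 16 of its genes had been seen, and only the 15 others that were tested count as a test. Several, such as *Proc* (median 145 RPKM in RNA-seq), *Pzp* and *Serpina1d*, are well expressed in kidney itself, so the list is not specific to liver. The TE deviations of those 15 genes had a mean pairwise correlation of 0.0743, just above the upper 5% limit of random sets (0.0583). RNA-seq alone gave 0.0702 (limit 0.0556), so the pattern is not confined to footprints. In the sample with the highest mean, 29 of the 31 genes had footprints above their median, which the choice of that sample favours. If liver tissue in the pools were the source, both assays of a pool would move together: over all 31 genes r was 0.379 (permutation test, p = 0.068; Spearman rho 0.276, p = 0.19; 0.276 without the 2 farthest pools; 0.537 and 0.196 within the replicates), and over the 15 genes 0.759 (permutation test, p = 2.0e-05, adjusted p 2.7e-05 over 4 relations; Spearman rho 0.676; 0.688 without the 2 farthest pools; 0.439 and 0.921 within the replicates). Carried-over liver footprints, liver tissue in the pools and regulation in the kidney could not be told apart. All of these predictions were written after the first genes had been seen.

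In RNA-seq, 18 genes had a 12-h component at an FDR under 0.05 (limma) with a fold of at least 1.5, a period the paper does not analyse. The count depends on chance more than the 24-h counts do, as 2 of 100 orders of the timepoint labels gave as many, the real one included, and the other of these gave 54 genes. The 12-h peak times from replicate 1 and replicate 2 lay within 1 h of each other for 16 of the 18 genes (permutation test, p = 1e-05, the smallest possible). The genes were chosen by a fit over both replicates, which already favours such agreement, so it is no independent check. In RPF-seq, 8 of the genes passed the same rule. Of the 18, 7 (38.9%) were named Hsp or Dnaj, against 50 of 9296 other genes in the same range of expression (Fisher's exact test, p = 6.6e-12). Both of these predictions were written after the gene names had been seen. The lowest p values were those of *Creld2*, *Hspa8*, *Hspa5* and the clock gene *Arntl*, with 12-h folds from 1.66 to 2.23, and *Arntl* had a 24-h fold of 25.0. *Hspa1a* and *Hspa1b* are near-identical copies. In 15 of the 18 genes the paper finds a 24-h rhythm at both levels, and a 12-h component may then describe only a daily curve that is not a cosine. Differences in depth or in the handling of mice before death were not tested for this set, so a 12-h rhythm of chaperone genes remains a hypothesis.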

How the results depend on the processing

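Of 355 rows that changed 1 processing choice, 287 left the result within the set limits, 26 made it weaker, 4 stronger, 34 moved it and 4 reversed it. For tested results the limits were the same direction and the same side of 0.05, for counts a 1.5-fold change, and for other values the spread between samples or replicates. For the means of single genes, 92 of the rows, a replicate left out stays within that spread by construction, so these rows say nothing about stability. Among headline results these numbers were 84, 12, 1, 24 and 1 of 122. The replicate correlations and the TE range stayed within the set limits under every alternative. The ratio of RPF to RNA ME over all genes fell from 1.37 to between 1.15 and 1.27, and it was separated from 1 neither in the main run (exact permutation test, p = 0.064) nor under an alternative (lowest p 0.13, without ZT04, a setting chosen after seeing the data).

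The numbers of rhythmic genes depended on how low genes were treated and on the number of replicates. A pseudocount of 1 gave 781 rhythmic genes in RNA-seq and 590 in RPF-seq, since it shrinks the fold of low genes. The 2 fits that each left out one replicate gave 722 to 1430 genes in RNA-seq, 370 to 853 in RPF-seq, 204 to 470 at both levels, 49 to 76 in TE and 6 to 14 translation only genes. For TE, AIC selection gave 727 genes, an FDR of 0.01 gave 258 and an added 12-h harmonic gave 701. For the translation only genes, AIC selection gave 334 and an FDR of 0.01 gave 49.

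The mean peak phase difference rested on the shape of the curve and on the mean. With the peak of a 24-h plus 12-h curve it was -0.068 h in the 542 genes (permutation test, p = 0.49), -0.182 h in the 178 genes (p = 0.24) and -0.015 h in the re-derived set (p = 0.89). The median over genes was -0.100 h, -0.051 h and -0.093 h in the same order (permutation test, p = 0.17, p = 0.53 and p = 0.17). The mean over the genes with a sinusoidal fit at both levels in Additional file 4, a setting chosen after seeing the data, was -0.112 h (permutation test, p = 0.11). For the 178 genes, the fits that left out one replicate ran from -0.264 h to -0.084 h, and the cross-correlation asymmetry from 0.024 to 0.042. With a circular cross-correlation the asymmetry was 0.0419 (permutation test, p = 0.068).

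The mRNA range was 148-fold with an RPKM minimum of 2 and 608-fold with none, as the filter sets its lower end. Components 2 and 3 together held 6.78% with all expressed genes, 6.33% with scaled genes and 4.51% with a pseudocount of 1, and the first component 74.8%, 75.8% and 86.9%. The RP TE fold was 1.2343 with the mean over genes (permutation test, p = 0.031), against 1.2336 and p = 0.067 with the median. With the replicate number as a block, the counts of rhythmic genes were 1214, 895, 503, 472 and 131 for RNA-seq, RPF-seq, both levels, TE and translation only, and the pairing check gave a mean correlation of 0.0291 in RNA-seq. At an FDR of 0.01, 20.2% of the 'RNA only' and 27.9% of the 'footprints only' genes had a 24-h component at the other level.

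The share of translation only genes peaking from ZT10 to ZT16 was 18.4% at an FDR of 0.01 (exact binomial test, p = 0.33) and 22.0% with a pseudocount of 1 (p = 0.56). It stayed at 14.9% with an RPKM minimum of 2 (exact binomial test, p = 0.012). The peak of a 24-h plus 12-h curve gave 33.3% (exact binomial test, p = 0.039), which turned a depletion into an excess. The ratio of RPF to RNA ME in the eighth, ninth and highest deciles reversed when the median over genes replaced the mean, to 0.984, 0.956 and 0.976, values close to 1 on either side. The same change left the lowest and second deciles at 1.55 and 1.52 and brought each to an adjusted p of 0.020 (exact permutation test).

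The genes of low expression had the largest ME. No test isolated depth as the cause, since a pseudocount changes the scale and a left-out replicate the number of samples. In the lowest decile the ME was 0.196 in RPF-seq against 0.021 in the highest decile, and named genes such as *Ddb2* and *Hoxd3* lost their RPF rhythm with a pseudocount of 1 or with either replicate left out. Genes of higher expression were affected too, as *Actg1* fell to 1.496-fold without replicate 2 and *Tma7* had a limma FDR of 0.10 without replicate 1.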

Differences from the paper's values

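The paper's mean RPF phase advance over the 542 genes was 0.123 h. With peak times refitted from the files it was 0.269 h. None of the alternatives set before the files arrived closed the gap: the nearest were the median over genes at 0.1001 h and the peak of a 24-h plus 12-h curve at 0.068 h, both below the paper's value, while a pseudocount of 1, a linear fit and each replicate alone left it between 0.228 h and 0.253 h. The genes with a sinusoidal fit at both levels in Additional file 4, a subset chosen after seeing the values, had an RPF minus RNA difference of -0.112 h. These are 344 of the 542 genes, so this is no direct check of the paper's mean. Over the same 344 genes the paper's phases gave -0.095 h, a difference of -0.0169 h. The spread between the replicates over the 542 genes was 0.0079 h. That spread comes from 2 values and is narrow.

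For *Slc5a6*, the RPF minus RNA peak difference in the paper's Additional file 4 is -2.58 h, and the value here was 0.364 h. For *Dnajb4* the paper's value is -2.96 h and the value here was -1.14 h. No alternative set before the files arrived closed either gap. The peak of a 24-h plus 12-h curve, chosen after seeing the values, gave -0.75 h for *Slc5a6* and -1.30 h for *Dnajb4*.

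Some statements also read differently from the files or were met only in part. The paper reports that the phase advance over the 542 genes was not significant, whereas a sign-flip permutation test here gave p = 7.0e-05, and the median did not separate from 0 (permutation test, p = 0.17). The paper lists *Slc5a6* among genes with an RPF phase advance. The paper names *Abcd4* as a translation only case, and it was rhythmic at both levels here (limma FDR 1.0e-07 in RNA-seq), while *Acbd4* had the paper's 'footprints only' label. The paper reports enrichment of kidney maxima around ZT4 and ZT16, and both shares here lay above the 25% of the day covered. Within 3 h of ZT16 it was 37.3% (exact binomial test, p = 0.0026). Within 3 h of ZT04 it was 31.7%, not separated from 25% (exact binomial test, p = 0.099). The paper lists *Ddb2* among the most distinct kidney cases, and its TE did not reach the FDR cutoff here (limma FDR 0.19).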

Other observations

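Of the 100 orders of the timepoint labels within each replicate series, the real one included, 1 gave as many rhythmic genes in RNA-seq as the real order, namely the real order itself. The same held in RPF-seq, at both levels, in TE and for translation only genes, with 1 of 100 in each case. For the 12-h component it was 2 of 100.

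The RPF minus RNA phase difference over the 542 genes was followed up with 3 hypotheses. Genes with poorly determined peaks may carry it: among 440 genes whose peak times each had a standard error under 1 h the mean was -0.149 h (permutation test, p = 0.013, 226 advances and 214 delays), smaller than over all genes and still separated from 0. Standard errors were computed for 508 of the 542 genes, so this subset also leaves out the genes below the expression filter. Without the listed hepatocyte genes the mean was -0.212 h over 536 genes (permutation test, p = 8.3e-04). These predictions were written after the mean over all genes was known and before the means of the subsets were. The third hypothesis concerns the gap to the paper's mean, since part of the paper's phases come from sigmoid fits that were not repeated here. Over 344 genes with a sinusoidal fit at both levels the mean here was -0.112 h and that of the paper's phases -0.095 h, a difference of -0.0169 h that lies within the limit of 0.05 h set by hand. Over the other 198 genes it was -0.542 h here and -0.171 h in the paper's phases. This is consistent with the sigmoid fits accounting for most of the gap. The prediction was written before the means of the 344 and 198 genes were seen, but after the sigmoid labels of *Slc5a6* and *Dnajb4* and their mismatches were known. Which of the fits describes those genes better was not tested.

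Hepatocyte genes might also feed into the rhythmic sets. Of the 15 listed genes not seen before, 5 (33.3%) were in the paper's rhythmic sets, against 13.7% of 11832 other tested genes (Fisher's exact test, p = 0.045), a prediction written after other genes of the list had been seen. Of the 31 listed genes tested, 14 had a rhythmic TE, against 3.89% of all genes tested. The listed genes and those whose TE deviations followed theirs (r above 0.6, a cutoff chosen by hand) made up 20 of the 461 rhythmic TE genes, or 4.34%. The TE count thus does not rest on the genes found in this way. Deviations were taken after the 24-h fit, so genes that share only a daily rhythm with the listed ones are not counted.

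Sequencing depth differed by time of day and could shape the counts of rhythmic RNA genes. The share rhythmic in the upper part of expression was 6.47% and in the lower part 13.93%, a ratio of 0.465. The prediction, written beforehand, was that the share would be no lower in the upper part if depth were not the cause. With the FDR alone and no fold cutoff the shares were 53.5% and 43.6%, so the fold cutoff, which low genes pass more easily, enters as well. Peak times did not simply follow depth: the 228 genes peaking from ZT06 to ZT08 and the 193 from ZT04 to ZT06 lay where the mean relative depth was 1.00 and 1.40, while only 70 genes peaked from ZT12 to ZT14, at a mean depth of 1.54. The split by expression was uneven. Of these 228 and 193 genes, 183 and 150 were in the lower part. From ZT18 to ZT20, at a mean depth of 0.72, it was 32 of 83, and from ZT12 to ZT14 42 of 70. The counts of low genes cannot be told apart from an effect of depth.

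In the RPF-seq library of ZT04 replicate 2, 125 of 12423 genes had a value of 0, and no other RPF-seq library had more than 14. Of these genes, 60 had a median RPKM of at least 0.5 elsewhere. The replicate error at ZT04 exceeded that of the other timepoints 3.25 times in the lowest and 1.77 times in the highest decile, a ratio of 1.84. Few distinct footprints in that library may explain the zeros, but the error was raised in every decile, so this cannot be told apart from a general difference between the replicates. The prediction was written after the zeros were seen. The rules for reading this test and the hepatocyte pool test (r 0.379) were changed after the values were known, both towards the more cautious reading. Leaving out ZT04, a setting chosen after seeing the data, lowered the ratio of RPF to RNA ME over all genes from 1.37 to 1.21.

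The depth behind the RPF-seq values exceeded the listed cDNA reads most in 5 libraries. The factors were 2.03 (ZT02 replicate 2), 1.79 (ZT06 replicate 1), 1.64 (ZT18 replicate 1), 1.50 (ZT02 replicate 1) and 1.32 (ZT08 replicate 1), and the next was 1.03. In RNA-seq the largest was 1.35 in ZT08 replicate 1, followed by 1.21 (ZT02 replicate 1), 1.20 (ZT00 replicate 2) and 1.14 (ZT04 replicate 2). No explanation was tested. Of 7 adrenal cortex markers only 1 was expressed, so carry-over of adrenal tissue was not tested.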
